# Hepatic galectin-3 is associated with lipid droplet area in non-alcoholic steatohepatitis in a new swine model

**DOI:** 10.1038/s41598-022-04971-z

**Published:** 2022-01-19

**Authors:** Luis V. Herrera-Marcos, Roberto Martínez-Beamonte, Manuel Macías-Herranz, Carmen Arnal, Cristina Barranquero, Juan J. Puente-Lanzarote, Sonia Gascón, Tania Herrero-Continente, Gonzalo Gonzalo-Romeo, Víctor Alastrué-Vera, Dolores Gutiérrez-Blázquez, José M. Lou-Bonafonte, Joaquín C. Surra, María J. Rodríguez-Yoldi, Agustín García-Gil, Antonio Güemes, Jesús Osada

**Keywords:** Metabolic diseases, Liver diseases

## Abstract

Non-alcoholic fatty liver disease (NAFLD) is currently a growing epidemic disease that can lead to cirrhosis and hepatic cancer when it evolves into non-alcoholic steatohepatitis (NASH), a gap not well understood. To characterize this disease, pigs, considered to be one of the most similar to human experimental animal models, were used. To date, all swine-based settings have been carried out using rare predisposed breeds or long-term experiments. Herein, we fully describe a new experimental swine model for initial and reversible NASH using cross-bred animals fed on a high saturated fat, fructose, cholesterol, cholate, choline and methionine-deficient diet. To gain insight into the hepatic transcriptome that undergoes steatosis and steatohepatitis, we used RNA sequencing. This process significantly up-regulated 976 and down-regulated 209 genes mainly involved in cellular processes. Gene expression changes of 22 selected transcripts were verified by RT-qPCR. Lipid droplet area was positively associated with *CD68, GPNMB, LGALS3*, *SLC51B* and *SPP1,* and negatively with *SQLE* expressions. When these genes were tested in a second experiment of NASH reversion, *LGALS3, SLC51B* and *SPP1* significantly decreased their expression. However, only *LGALS3* was associated with lipid droplet areas. Our results suggest a role for LGALS3 in the transition of NAFLD to NASH.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is currently the most common liver disease among Western countries with a prevalence of 20–34% in the general population^1^. Some of these patients will develop cirrhosis requiring liver transplantation in the looming future^2^. Therefore, improving our understanding of the pathophysiology and progression of NAFLD is of paramount interest to identify new therapeutics targets^3^.

The liver has a key role as a regulator of lipid metabolism, being responsible for the uptake, biosynthesis and catabolism of fatty acids, their export and relocation to other tissues^4^. An imbalance of one or more of these pathways, in the absence of alcohol abuse, results in accumulation of fat within the liver and the subsequent development of NAFLD^5^. However, the molecular mechanisms underlying the pathological fat store within the liver are not fully elucidated^5,6^.

Histologically, NAFLD is largely categorized into simple steatosis, corresponding to the presence of steatosis without additional liver damage, and nonalcoholic steatohepatitis (NASH) which is thought to be a progressive condition which can lead to advanced fibrosis, cirrhosis, hepatocellular carcinoma and liver failure^7–10^. This classification corresponds to the “two-hit hypothesis”, an initial framework for understanding the pathogenesis of NASH^11^. However, the validity of this oversimplified concept has been questioned^12,13^. Other authors propose a modified “two-hit” hypothesis wherein non-esterified fatty acids (NEFAs) coming from lipolysis or de novo lipogenesis play a direct role in promoting oxidative stress and inflammation-mediated liver injury, whereas the esterification of NEFAs can function as a protective mechanism^14^. Moreover, there is also a “multiple parallel hits” hypothesis, which considers the role of gut microbiota and adipose tissue-derived factors^15^.

Transcriptomics, either by DNA- microarrays or sequencing, offers a new possibility to understand the pathophysiology and progression of NAFLD. Both techniques have been validated in nutraceutical studies^16,17^. RNAseq provides accurate transcript levels and their isoforms^18^. Selected examples of its use in swine include characterization of microRNA in adipose tissue, inflammation-related genes in NASH-induced in Bama minipigs^19,20^, meat quality^21^ or immune response in peripheral or intestinal cells^22,23^.

In the search of molecular mechanisms of NAFLD, pigs offer possibilities that would be inviable in humans regarding availability of biological samples and genetic manipulation^24,25^. In this regard, swine is emerging as a valuable translational model to close the gap between rodents and humans. The pig displays genetic, anatomical and physiological human resemblances^26^ in cardiovascular system, gastrointestinal tract, morphology and physiology of the pancreas, body fat distribution, proportional organ sizes, propensity for sedentary behaviour, fat cell size or metabolic disease progressions^20,27–29^. Swine also offers a variety of genetic backgrounds, classified in two main groups: the modern commercial breeds (e.g. Large White, Pietrain) and the minipigs (e.g. Ossabaw, Göttingen, Yucatan, Bama)^24,28^. The easy access to commercial and diverse (natural or selected) pig populations offers an opportunity to combine different phenotypes for specific research purposes^30^. Therefore, pigs are good models for studying human metabolic diseases in a time-dependent manner^31^. Despite all those advantages, detailed information at the porcine gene and protein expressions is lagging behind in comparison to other organisms^20,29^.

Pig could also be a potential source of livers for xenotransplantation in order to provide a therapeutic solution to meet the increasing demand. In this regard, the pig is considered a suitable donor source for xenogeneic applications^32^ and is already used for obtaining heart valves and acellular matrices^25,28^. Moreover, the elimination of pig endogenous retroviruses^33^ and the partial deletion of the immune system response^34^ will favour this choice. Characterization of the swine liver is, therefore, crucial to achieve successful xenotransplantation and a pressing condition to characterize better biomarkers to establish functionality of steatotic livers. With this aim, we have tested a dietary intervention wherein a reversible NAFLD and initial NASH develops in just 8 weeks with easily accessible commercial breeds. To our knowledge, this is the first report achieving an initial NASH in a commercial breed swine model, and an RNAseq approach has been used to characterize this pathology.

## Results

### Characterization of fast and simple development of NASH in a commercial crossbred swine

One of the main problems working with commercial crossbred swine is their genetic resistance to generate NAFLD due to the human directed selection over the last few decades to convert all their intakes into muscle weight gain^35^. Based on our previous experience with medium term experiments^36^, swine fed a high cholate, cholesterol, fructose and saturated fat and methionine- and choline-deficient diet (Table S1) for two months could overcome this drawback for the use of this large animal as a NAFLD model. In fact, the percentage of hepatic area occupied by lipid droplets (Fig. 1A–C and Fig. S1) significantly increased in the pigs consuming this diet for two months without significant changes in fibre areas (Fig. 1D–F). According to CD68 immunostaining, there was an increased number of cells expressing this protein (Fig. 1G–I) suggesting an initial inflammation. Significant increases in hepatic triglyceride and cholesterol (Fig. 1J,K) contents were also observed reinforcing the histological data. Using the NAFLD score^7^ according to Liang et al.^37^, the results were compatible with the development of NAFLD and initial NASH (Table S2). Using fatty liver inhibition of progression (FLIP) algorithm and steatosis, activity, and fibrosis (SAF) score^38^, 17% of pigs consuming the steatotic diet for two months were categorized as NAFLD, 75% of pigs as NASH with score 1 for ballooning and 8% as NASH with ballooning score 2, reinforcing the interpretation that our model of NAFLD may progress to NASH.

**Figure 1:**
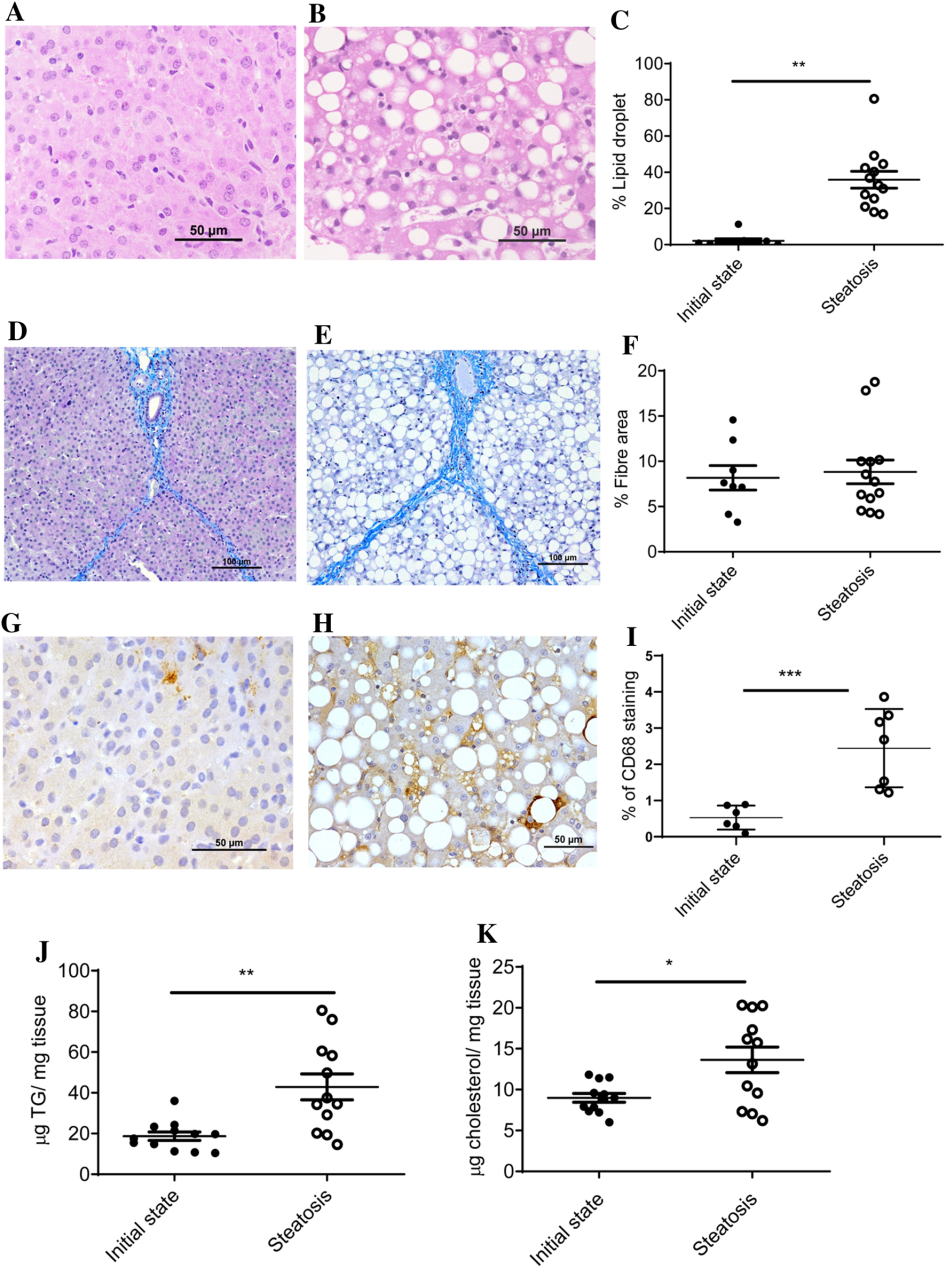
Characterization of liver in a porcine model of dietary NAFLD development. Representative liver micrographs, stained with haematoxylin–eosin, from commercial bred swine before (**A**) and after (**B**) consuming the steatotic diet for 2 months. Morphometric changes in lipid droplet area expressed as percentage of total liver section (**C**). Representative liver micrographs before consuming (**D**) and after consuming the steatotic diet for 2 months (**E**) using Masson’s trichrome staining. Morphometric changes in fibre area (**F**), expressed as percentage of total liver section. Representative CD68 immunostaining from liver sections coming from pigs before consuming (**G**) and after consuming the steatotic diet for 2 months (**H**). Morphometric changes in CD68 positive areas (**I**), expressed as percentage of total liver section. Hepatic triglyceride (**J**) and cholesterol (**K**) contents before and after consuming the steatotic diet for 2 months. Individual values, means and SD are represented for each group. Statistical analyses were carried out using Mann–Whitney U test. *p < 0.05; **p < 0.01.

Regarding the hepatic-related plasma parameters (Table S3): ALP, GGT and total bilirubin augmented, ALT and AST remained unchanged after the two-month dietary intervention. Other plasma parameters such as glucose, insulin and adiponectin (Table S3) did not increase, indicating the lack of insulin resistance; neither was an open systemic inflammation observed due to their low levels of inflammatory cytokines (even if there were significant increases of IL-6 and IL-8, they remained at a low level). Interestingly, a diminution of an anti-inflammatory cytokine, IL12p40, was observed. Triglycerides (TG), ketone bodies (KB), and NEFA significantly diminished after the dietary treatment. Plasma total cholesterol significantly augmented due to the increase in LDL (Table S3 and Fig. S2). There was a striking increase in plasma leptin by the dietary intervention. Overall, a steatotic model has been developed in a commercial cross-bred swine with a rapid two-month development. Features of the model are hepatic inflammation, absence of insulin resistance and hyperleptinemia.

### Hepatic gene expression in NASH progression study

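Hepatic RNA from the first experiment was analysed in 8 pools, each made from 2 pigs. A set of 4 pools represented the initial state, when the animals were 4 months old, and the other 4 pools represented the same animals after 2 months on the steatotic diet, at 6 months of age. The livers of the initial state were sampled by biopsy and those of the final state after euthanasia. Paired-end reads of 100 bp were filtered by the authors, mapped with HISAT2 to the Sus scrofa 11.1 genome and assembled with StringTie. Gene expression was then estimated with RSEM, and the authors deposited it as FPKM, normalized for transcript length and for the mapped reads of each library, for 17778 known genes and 325 new transcripts. These FPKM values were used as deposited, without further scaling between libraries. The number of reads behind each value was not analysed here, but the step between the lowest FPKM values of genes of 400 to 600 bp, which is inversely related to depth, placed the depth of all libraries between 91.9% and 100% of the deepest one. The groups were compared with limma on log2(FPKM + 0.1) over the 13175 genes with at least 0.3 FPKM in at least 4 of the 8 libraries. A replicate is a pool, so the SD given below is between pools of 2 pigs and not between pigs. The first principal component held 50.3% of the variance and separated the pools of the initial state from those of steatosis. The second, with 16% of the variance, set pool 1 of the initial state apart from pool 4 of the initial state.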

To meet this end, four hepatic RNA pools, each containing an equal amount from two animals, from pigs receiving the control diet and another four prepared from pigs after being fed the steatotic diet were sequenced using next generation sequencing (Table S4). From each library, clean read sequences (46.8 × 10^6^ ± 0.9 × 10^6^), filtered from contaminants, adaptors, low quality regions and reads with unknown bases, were mapped onto reference genome, and followed by gene prediction. In both groups, the mapping ratio was close to 94.0 ± 0.3% for a number of 15,996 known and 305 novel transcripts. 

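An FPKM above 0 was found for 15958.25 known genes per library in the initial state (SD 266.3, n = 4 pools) and for 16033.75 in steatosis (SD 68, n = 4). The mean over the 8 libraries was 15996 known genes and 305 new transcripts. The union was larger, since 17778 known genes had an FPKM above 0 in at least one library and 14479 in all 8. In the initial state 17296 known genes were found in at least one pool, and in steatosis 17089. A total of 689 known genes were found only in pools of the initial state and 482 only in steatosis, but none of these reached 0.3 FPKM in all 4 pools of its group. Pool 1 of the initial state, which also held transcripts of skeletal muscle and stomach, had 16281 known genes, against 15630 to 15981 in the other initial pools. Without it the union fell to 17556, and without any other library to 17673 to 17719. Some of the 689 genes were therefore seen in that pool alone. With the limit raised to 0.3 FPKM in at least one library, 13953 known genes remained.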

Differentially expressed genes, using log_2_ fold change of > 1 and < − 1 and false discovery rate of 0.01, shown in Fig. 2A, were 209 in the control and 976 following the steatotic diet. 

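With a log2 fold change beyond 1 and an adjusted p under 0.01 from limma with Benjamini-Hochberg adjustment, 792 genes were higher and 44 lower in steatosis, with 4 pools per group. The values of both groups did not overlap for 831 of these 836 genes. Over all tested genes 4233 of 13175 had no overlap, where chance gives 2.86%. The median log2 fold change of all tested genes was 0.25, so each change stands against this general shift. Dividing each library by its median ratio to the mean library, a scaling chosen after seeing the data, brought the median to -0.02 and gave 402 genes higher and 85 lower. The share of higher genes among the differentially expressed genes was then 82.5%, against 94.7% without this scaling. All 402 higher genes and 42 of the 85 lower genes were also differentially expressed without it. The alternative that moved the numbers most was limma's treat test against a log2 fold change of 1, which left 68 genes higher and 1 lower. Leaving out one library at a time gave from 573 to 788 higher genes and from 26 to 51 lower genes. The filter still asked for 4 libraries, so genes reaching 0.3 FPKM only in steatosis pools were not tested when a steatosis pool was left out. Part of the fall in higher genes can come from this. The lower genes numbered 26 without pool 4 of steatosis, 28 without pool 2 of steatosis and 29 without pool 2 of the initial state. The authors also deposited a comparison of each pool of the initial state with the steatosis pool of the same number, based on a Poisson distribution. At a false discovery rate under 0.01 and a log2 fold change beyond 1, the authors' comparisons list 1673, 1190, 1113 and 2818 genes higher in steatosis for pools 1, 2, 3 and 4, and 763, 203, 247 and 162 genes lower. Each of them compares a single pair of libraries and not the conditions. In all 4 comparisons 439 genes were higher and 26 lower, and of these 400 and 20 were also differentially expressed by limma. The paper carries its differentially expressed genes forward to the pathway enrichment.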

According to pathway enrichment of differentially expressed genes, Fig. 2B, 13 KEGG pathways were significantly modified. The pathways with more transcripts associated were those dubbed as phagosome (40), tuberculosis (34), Epstein-Barr virus infection (32), transcriptional regulation (30), lysosome (23), calcium signaling pathway (26), PPAR signaling (24) NF-kappa B signaling (22), natural killer cytotoxicity (19), cytochrome P450 (13), fatty acid degradation (11), glycerolipid metabolism (11) and terpenoid biosynthesis (8). A detailed list encompassing all the genes is shown as Table S5. 

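Table S5 lists 194 distinct genes, of which 180 passed the expression filter. With 4 pools per group, 102 of them were higher and 8 lower in steatosis past a log2 fold change of 1 and an adjusted p of 0.01 from limma. Adjusted over the list alone, 115 were higher and 10 lower, which is not independent evidence because the list was chosen on these libraries. Lysosome had 19 of its 23 genes higher, phagosome 25 of 40 and tuberculosis 18 of 34. Terpenoid biosynthesis had 6 of its 8 genes lower and none higher. In the calcium signalling pathway 5 of 26 genes were higher and 1 lower. Without pool 3 of both groups, an alternative chosen after seeing the data that leaves 3 pools per group, 75 of the 194 genes were higher and 2 lower, with 17 higher in lysosome, 18 in phagosome, 5 in PPAR signalling (11 with all pools) and 1 in glycerolipid metabolism (4 with all pools), and 1 lower in terpenoid biosynthesis. The filter still asked for 4 libraries, so genes reaching 0.3 FPKM only in steatosis pools were not tested there. As sets, 8 of the 13 pathways differed from the other genes with limma's camera test at its preset correlation of 0.01 (adjusted p under 0.05 over the 13 pathways). These sets hold only genes of Table S5, all of which the authors list as changed in pool 3 of the same libraries, so a shift against the other genes is largely built in, and the test does not speak for the whole pathways. Without pool 3 of both groups 10 of the 13 passed. The adjusted p with all pools was 5.19e-17 for lysosome (median log2 fold change 1.56), 4.51e-08 for phagosome (1.24), 8.74e-07 for tuberculosis (1.23), 1.76e-05 for cytochrome P450 (1.52), 6.48e-05 for PPAR signalling (1.49), 0.0394 for Epstein-Barr virus infection (1.06) and 0.0444 for transcriptional regulation (1.16), all higher in steatosis. Terpenoid biosynthesis was lower (adjusted p = 1.06e-12, median -2.03). Natural killer cytotoxicity (adjusted p = 0.177), glycerolipid metabolism (0.197), NF-kappa B signalling (0.229), calcium signalling (0.229) and fatty acid degradation (0.0862) did not differ. With the pool number as a block, fatty acid degradation passed the threshold (adjusted p = 0.00577, median 1.26). Limma's fry test asks whether the genes of a set changed at all, not whether they changed more than the other genes. Under it all 13 pathways differed (12 with the block, where the adjusted p of calcium signalling was 0.0528). Under camera with a correlation estimated from the data, phagosome, tuberculosis, lysosome, cytochrome P450 and terpenoid biosynthesis differed. Without pool 2 of the initial state the adjusted p rose to 0.091 for Epstein-Barr virus infection and for transcriptional regulation, and without pool 4 of steatosis to 0.0551 and 0.118. Without pool 1 of steatosis transcriptional regulation had an adjusted p of 0.0579. The same 7 genes, among them LOC100038329 and LOC100125542, which the files describe as immunoglobulin heavy variable 3-23, appear in 7 of the 13 pathways. None of these 7 genes differed between groups, with log2 fold changes from -0.62 to 0 and a lowest adjusted p of 0.376, and near-identical immunoglobulin genes can share reads. From the enrichment of its differentially expressed genes, the paper states that these 13 pathways were modified.

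**Figure D1:**
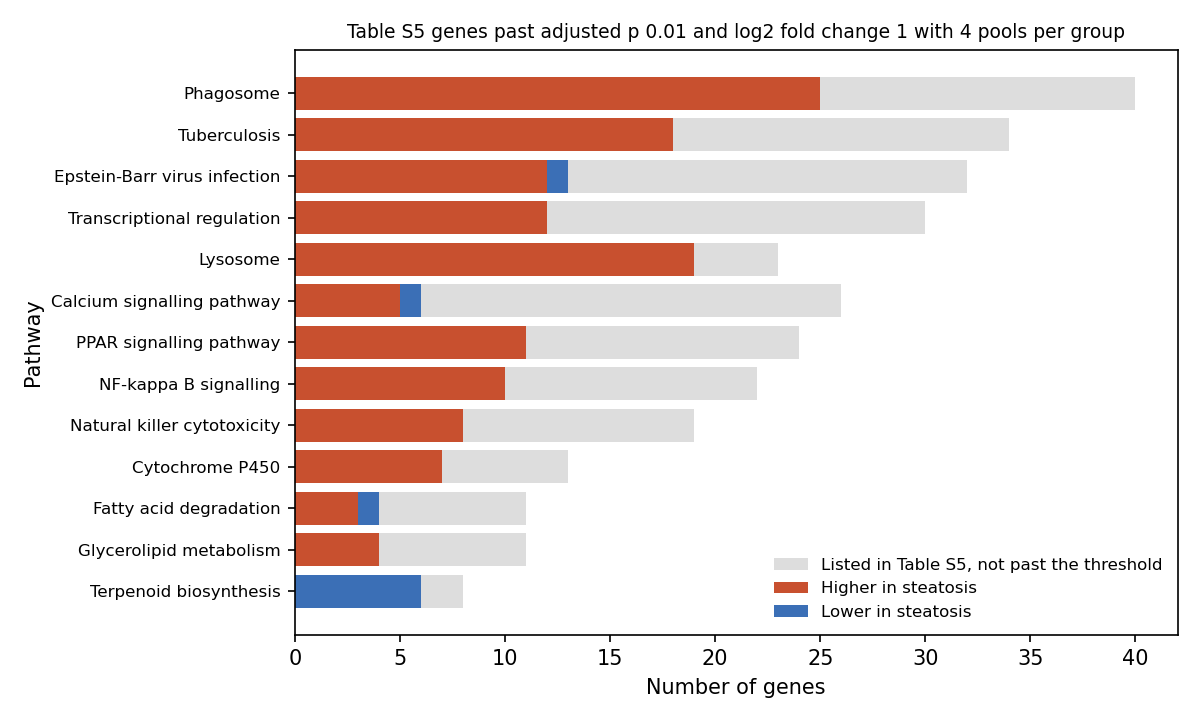
Number of genes that Table S5 lists for each pathway, with those higher or lower in steatosis past an adjusted p of 0.01 and a log2 fold change of 1 from limma (4 pools per group) in colour. Lysosome has 19 of 23 genes higher, and terpenoid biosynthesis 6 of 8 lower.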

With the exception of lysosome and glycerolipid metabolism pathways, electronic prediction of genes ranged from 13 (terpenoid biosynthesis) to 55% (fatty acid degradation) in function of groups. Figure 2C depicts the volcano plot of distribution of gene expression in function of their significant probability. 

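The 5 largest rises among differentially expressed genes with an assigned symbol, a mean of at least 1 FPKM in one group and no overlap between groups were those of TREH, LGALS3, TREM2, GPNMB and IGSF23. TREH (gene 100623094, chromosome 9) was listed at 0 FPKM in 3 of the 4 pools of the initial state and at 0.03 in the other, and at 8.28 ± 2.54 FPKM (SD, n = 4 pools) in steatosis, for a log2 fold change of 6.24 (SE 0.25, adjusted p = 2.2e-06 from limma). This fold change depends on the pseudocount and was 3.16 with a pseudocount of 1. TREM2 (gene 100737974, chromosome 7) rose from 0.102 ± 0.137 to 5.38 ± 1.06 FPKM (SD, n = 4), a log2 fold change of 4.98 (SE 0.42, adjusted p = 6.15e-05). IGSF23 (gene 100524810, chromosome 6) rose from 0.0725 ± 0.0885 to 3.82 ± 0.745 FPKM, a log2 fold change of 4.64 (SE 0.35, adjusted p = 3.41e-05). Both TREM2 and IGSF23 were listed at 0 FPKM in 2 of the 4 initial pools. Their log2 fold changes were as low as 2.53 and 2.16 over the alternatives. The 5 largest falls by the same rule were those of SQLE, MT3, MT1D, PEBP4 and ETNPPL.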

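Beyond a log2 ratio of mean FPKM of 4.5 or -2.5, the strongest changes also involved 7 transcripts of low abundance in the initial state. ATP6V0D2, DCSTAMP, LPO, ATP2B3 and MCOLN3 had means from 0.0075 to 0.09 FPKM in the initial state and from 0.735 to 3.42 FPKM in steatosis. DCSTAMP was listed at 0 in 3 of the 4 initial pools, so its log2 ratio of 6.61 rests on a single value of 0.03 FPKM. LOC110257900, the gene the paper names CRLF2, rose from 0.0525 ± 0.0171 to 1.94 ± 0.704 FPKM (SD, n = 4 pools). DCST1 fell from 0.287 ± 0.119 to 0.04 ± 0.0356 FPKM. The groups did not overlap for any of these 7 transcripts (exact permutation test, two-sided p = 0.0286, the smallest p that 4 pools against 4 allow). Of the 7, 5 passed the expression filter and were higher by limma, with adjusted p from 2.38e-05 for LOC110257900 to 0.000526 for ATP2B3, whereas MCOLN3 and DCST1 did not reach 0.3 FPKM in 4 libraries. With a pseudocount of 0.1 on the means, 13 of the 23 genes of Table 1 and Table S6 remained beyond the limits of 4.5 and -2.5, and with the mean of the log2 ratios of the 4 pairs of pools 10 did. With a pseudocount of 1 the log2 fold changes of DCSTAMP and ATP2B3 fell under 1, to 0.77 and 0.89.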

Supplementary Table S6 lists the most strikingly influenced genes by the steatotic diet (log_2_ fold change < − 2.5 and > 4.5). 

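A total of 12387 of the 18103 listed genes reached 0.3 FPKM in more than 75% of the libraries, that is in at least 7 of the 8. Among the 22 genes of Table S6, 9 did so. Readings above 0 FPKM in at least 7 libraries were present for 21 of the 22, and 4 of the 22 had at least one library at 0 FPKM. A fit on the 12387 genes alone gave 674 genes higher and 43 lower in steatosis by limma. Of these, 666 and 41 were also differentially expressed in the fit on all tested genes.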

Based on our previous experience, where only transcripts whose levels were higher than 0.3 fragments per kilo base per million mapped reads (FPKM) and readings displayed in more than 75% of samples, were reliably confirmed by RT-qPCR^39^, a meticulous screening of readings was undertaken. 

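FPKM values were examined in each pool for 15 transcripts. Of these, 12 were differentially expressed by limma, and for all 15 the pools of both groups did not overlap (exact permutation test, two-sided p = 0.0286, the smallest p that 4 pools against 4 allow). LGALS3 (gene 100038033, chromosome 1 of Sus scrofa 11.1, 184478639 to 184496155) rose from 4.33 ± 1.79 to 275 ± 81.9 FPKM (SD, n = 4 pools), a log2 fold change of 5.99 (SE 0.31, adjusted p = 4.58e-06 from limma with Benjamini-Hochberg adjustment). It stayed between 5.78 and 6.21 when each library was left out in turn. GPNMB (gene 100049669, chromosome 9) rose from 24.1 ± 6.24 to 776 ± 303 FPKM (log2 fold change 4.94, SE 0.29, adjusted p = 1.08e-05). SPP1 (gene 397087, chromosome 8) rose from 6.12 ± 2.47 to 151.5 ± 73.8 FPKM, and SLC51B (gene 100525144, chromosome 1) from 0.28 ± 0.109 to 8.01 ± 4.82 FPKM, with log2 fold changes of 4.54 and 4.24. MT3 (gene 397123, chromosome 6) fell from 8.55 ± 1.58 to 0.427 ± 0.101 FPKM (log2 fold change -4.04, SE 0.19, adjusted p = 4.39e-06). MT1D (gene 100037920, chromosome 6) fell from 9491 ± 1350 to 1319 ± 775 FPKM, with a log2 fold change of -3.09, and MOXD1 from 1.75 ± 0.516 to 0.275 ± 0.058 FPKM. PEBP4 (log2 fold change -3.03, adjusted p = 0.00429) and ETNPPL (log2 fold change -2.78, adjusted p = 0.00533) kept an adjusted p under 0.01 in 3 and 4 of the 8 fits that each left out one library, and were at most at 0.0152 and 0.0172 in the others. SQLE measured 38.3, 38.2, 24.3 and 37.6 FPKM in the initial pools and 17.4, 0.67, 0.38 and 2.01 FPKM in the steatosis pools. Its log2 fold change was -4.15 (SE 0.91, adjusted p = 0.00881), and of the fits that left out one library only the one without pool 1 of steatosis kept an adjusted p under 0.01 (log2 fold change -5.21, adjusted p = 0.000184). With the pool number as a block the adjusted p was 0.00493. AGR2 was not differentially expressed (log2 fold change -1.93, SE 0.94, adjusted p = 0.145). Its FPKM was 26.8 in pool 1 of the initial state and 1.96, 0.75 and 0.76 in the others, against 0.67, 0.62, 0.39 and 0.6 in steatosis, and its log2 fold change was -0.8 without pool 1 of the initial state. That pool also held high levels of transcripts of skeletal muscle and stomach. NANOS1 fell from 1.32 ± 1.07 to 0.223 ± 0.045 FPKM with an adjusted p of 0.0117. At least 0.3 FPKM in more than 75% of libraries was reached by 10 of the 15 transcripts. From these selected transcripts, the paper goes on to RT-qPCR and to its association with hepatic lipids.

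**Figure D2:**
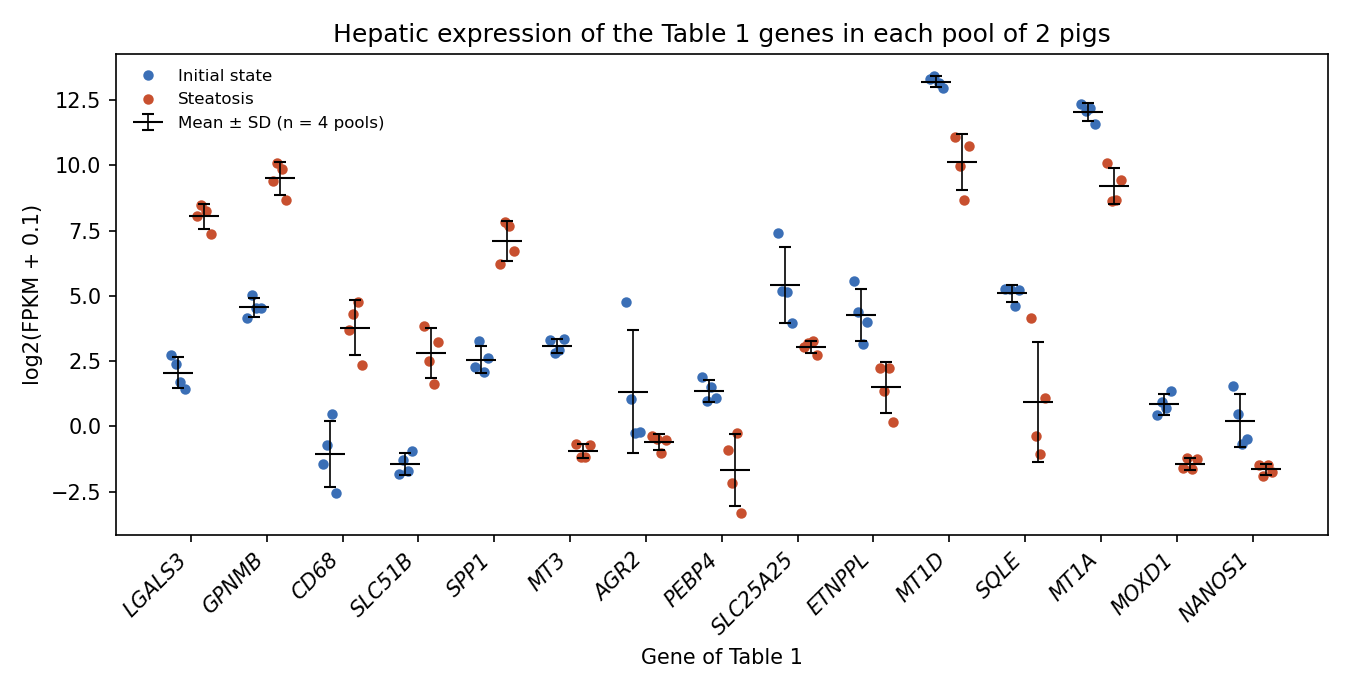
Expression of the 15 transcripts of Table 1 as log2(FPKM + 0.1) in each pool of the initial state and of steatosis, with mean and SD of 4 pools. The pools of both groups do not overlap for any gene, and pool 1 of the initial state stands above the others for AGR2, at 26.8 FPKM.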

As shown in Fig. S3, some transcripts failed for these criteria, not showing sequences in some control pools, so a new Table 1 reflecting fifteen selected transcripts is shown. Excepting *CD68*, none of these gene expressions was taking into account in the pathway enrichment analyses (Table S5). 

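The gene that the paper names CD68 (gene 100520753, listed in the files as LOC100520753) lies on chromosome 8 from 28306225 to 28310187. It rose from 0.535 ± 0.535 to 16.1 ± 9.38 FPKM (SD, n = 4 pools), a log2 fold change of 4.83 (SE 0.65, adjusted p = 0.000753 from limma). The files list a separate gene under the symbol CD68 (gene 103158530), on chromosome 12 from 52874754 to 52877256. The CD68 that Table S5 lists under lysosome is this gene, and gene 100520753 is not in Table S5. Gene 103158530 rose from 11.3 ± 2.88 to 47 ± 16.5 FPKM, a log2 fold change of 2.01 (SE 0.27, adjusted p = 0.00076 from limma). If both genes are copies, reads could have been shared between them.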

The genes were sorted into three main categories: cellular processes, metabolism and ion transport. Thirteen differentially expressed genes from the RNAseq data were assayed by RT-qPCR (Fig. 3A). 

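SLC25A25 (gene 100156347, chromosome 1) measured 169, 36.1, 34.9 and 15.3 FPKM in the initial pools and 8.13, 8.95, 9.46 and 6.58 FPKM in steatosis. The log2 fold change was -2.36 (SE 0.58) with an adjusted p of 0.0141 from limma, above the threshold of 0.01. The adjusted p was 0.00847 with the pool number as a block and 0.00293 without pool 1 of the initial state, where the log2 fold change was -1.7. The gene listed as LOC102166944, which the paper names MT1A, fell from 4312 ± 913 to 644 ± 325 FPKM (SD, n = 4 pools), a log2 fold change of -2.84 (SE 0.31, adjusted p = 0.000253). It lies beside MT1D on chromosome 6, and metallothionein genes can share reads.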

With the exceptions of *SLC25A25* and *MT1A*, all of them showed the same differential expression pattern observed using RNAseq. These 13 transcripts and additional 8 randomly selected (Table S6) were used to compare their magnitude of change expressed as signal log_2_ ratio of both methods. 

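Across 21 genes, the log2 fold change from RNAseq was compared with the log2 ratio that the paper reports for RT-qPCR in Table S7. Pearson's R was 0.9 (permutation test with 100000 resamples, two-sided p = 1e-05, the smallest p they can give) and Spearman's rho was 0.86 (p = 1e-05 from the same test). This relation is across genes, and genes are not independent replicates. Both coefficients were computed on the same 21 genes, and the Benjamini-Hochberg adjusted value of each p was also 1e-05. Without the 2 genes farthest from the median RT-qPCR ratio, R was 0.88 (permutation p = 2e-05). The paper gives some of the 21 genes as randomly selected. The others were chosen among genes with large rises or falls, which spread the values to both ends of the scale. For 18 of the 21 genes both methods had the same sign, and for SLC25A25, ISG15 and PLD3 the signs were opposite. For 4 genes the values lay more than 2 apart on the log2 scale. These were SLC25A25, MT1A, PAQR7 and PLD3, with differences of -3.06, -2.54, 2.61 and 2.26 between RNAseq and the RT-qPCR value of the paper. For ISG15 the log2 fold change was 0.57 (SE 0.8, adjusted p = 0.617 from limma). The log2 ratio of its mean FPKM was -0.4, which has the sign of its RT-qPCR ratio of -0.3. Its FPKM in pool 4 of the initial state was 197 against 11.3 to 21.3 in the others.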

As shown in Fig. 3B, a good agreement was reached by both methods (Pearson’s R = 0.9, P < 0.0001). In our previous experience, not only was the change of the group important, but also the individual expression values^40^. This is particularly relevant in pathological studies where the response of each animal varies in terms of gene expression and disease progression. In order to explore the association of both aspects, hallmarks of NASH such as hepatic steatosis, using its markers such as lipid droplet areas, cholesterol or triglyceride levels, and inflammation, assessed as CD68, were tested with the individual values of gene expression obtained by RT-qPCR by correlation analyses. Lipid droplets were positively (P < 0.001) associated with *CD68, GPNMB, LGALS3*, *SLC51B* and *SPP1,* and negatively with *SQLE* expressions (Fig. 3C). Hepatic cholesterol was inversely associated with *SQLE* expression (Fig. 3D). Hepatic triglycerides were positively associated with *SLC51B* and *SPP1* and negatively with *SQLE* (Fig. 3E)*.* Inflammation, according to CD68 immunohistochemistry, was positively associated with *GPNMB, LGALS3*, *SLC51B* and *SPP1,* and negatively with *SQLE* expressions (Fig. 3F).

**Figure 2:**
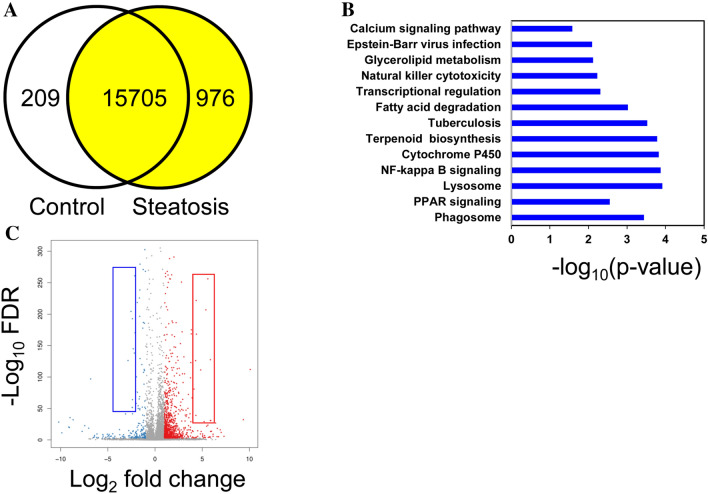
Differentially expressed genes according to RNAseq from livers in a porcine model of dietary NAFLD development. (**A**), Venn diagram analysis showing the transcripts expressed in control (initial state) and steatotic groups (the same animals on the steatotic diet for 2 months) with fold change > 2 and false discovery rate < 0.01. (**B**), Pathway enrichment of differentially expressed genes expressed as the log [–P] analysed by KEGG pathway enrichment. (**C**), Volcano plot representing initial vs. steatotic state differentially expressed genes. Red and blue squares represent the selected genes shown in Supplementary Table S5.

**Table 1:** Selected hepatic transcripts differentially upregulated in male pigs fed the steatotic diet according to RNAseq at the level of FDR < 0.001 and FPKM ≥ 0.3.

	Gene ID		Symbol	Initial state (FPKM)	Steatosis (FPKM)	Log_2_ FC
**Up-regulated**						
Apoptosis, cell adhesion	100,038,033	Galectin-3	*LGALS3*	4.3 ± 1.8	274.9 ± 81.9	6.0
Growth delay and reduction of metastatic potential	100,049,669	Glycoprotein NMB	*GPNMB*	24 ± 6	776 ± 303	5.0
Activation of macrophages	100,520,753	Macrosialin	*CD68*	1 ± 0.5	16 ± 9	4.9
Transport of bile acids	100,525,144	Solute carrier family 51 subunit beta	*SLC51B*	0.3 ± 0.1	8.0 ± 4.8	4.8
Production of interferon-gamma and interleukin-12	397,087	Osteopontin	*SPP1*	6.1 ± 2.5	151 ± 73	4.6
**Down-regulated**						
Cu and Zn transport	397,123	Metallothionein-3	*MT3*	8.6 ± 1.6	0.4 ± 0.1	− 4.3
Protein folding	100,514,482	Anterior gradient protein 2	*AGR2*	8 ± 13	0.6 ± 0.1	− 3.7
Resistance to TNF-induced apoptosis	100,302,365	Phosphatidylethanolamine-binding protein 4	*PEBP4*	2.6 ± 0.8	0.3 ± 0.3	− 3.0
Nucleotide import	100,156,347	Calcium-binding mitochondrial carrier protein	*SLC25A25*	64 ± 71	8.3 ± 1.3	− 2.9
Breakdown of phosphoethanolamine	100,519,324	Ethanolamine-phosphate phospho-lyase	*ETNPPL*	23 ± 16	3.2 ± 1.8	− 2.9
Copper transport	100,037,920	Metallothionein-1E	*MT1D*	9491 ± 1350	1318 ± 775	− 2.8
Oxidation of squalene	100,113,409	Squalene epoxidase	*SQLE*	34.6 ± 7	5.1 ± 8.2	− 2.8
Binding of divalent heavy metal ions	102,166,944	Metallothionein-1A	*MT1A*	4311 ± 913	644 ± 325	− 2.7
Copper ion binding	100,151,998	Monooxygenase, DBH-like 1	*MOXD1*	1.8 ± 0.5	0.3 ± 0.1	− 2.7
Post-transcriptional repressor	100,157,783	Nanos C2HC-type zinc finger 1	*NANOS1*	1.3 ± 1.1	0.2 ± 0.0	− 2.6

Data are means ± SD. FPKM, fragments per kilo base per million mapped reads; Log_2_ FC, log_2_ fold change steatosis/ initial state. Only genes with counts in more than 75% of samples have been taken into consideration.

Biological function obtained from https://www.genecards.org/.

**Figure 3:**
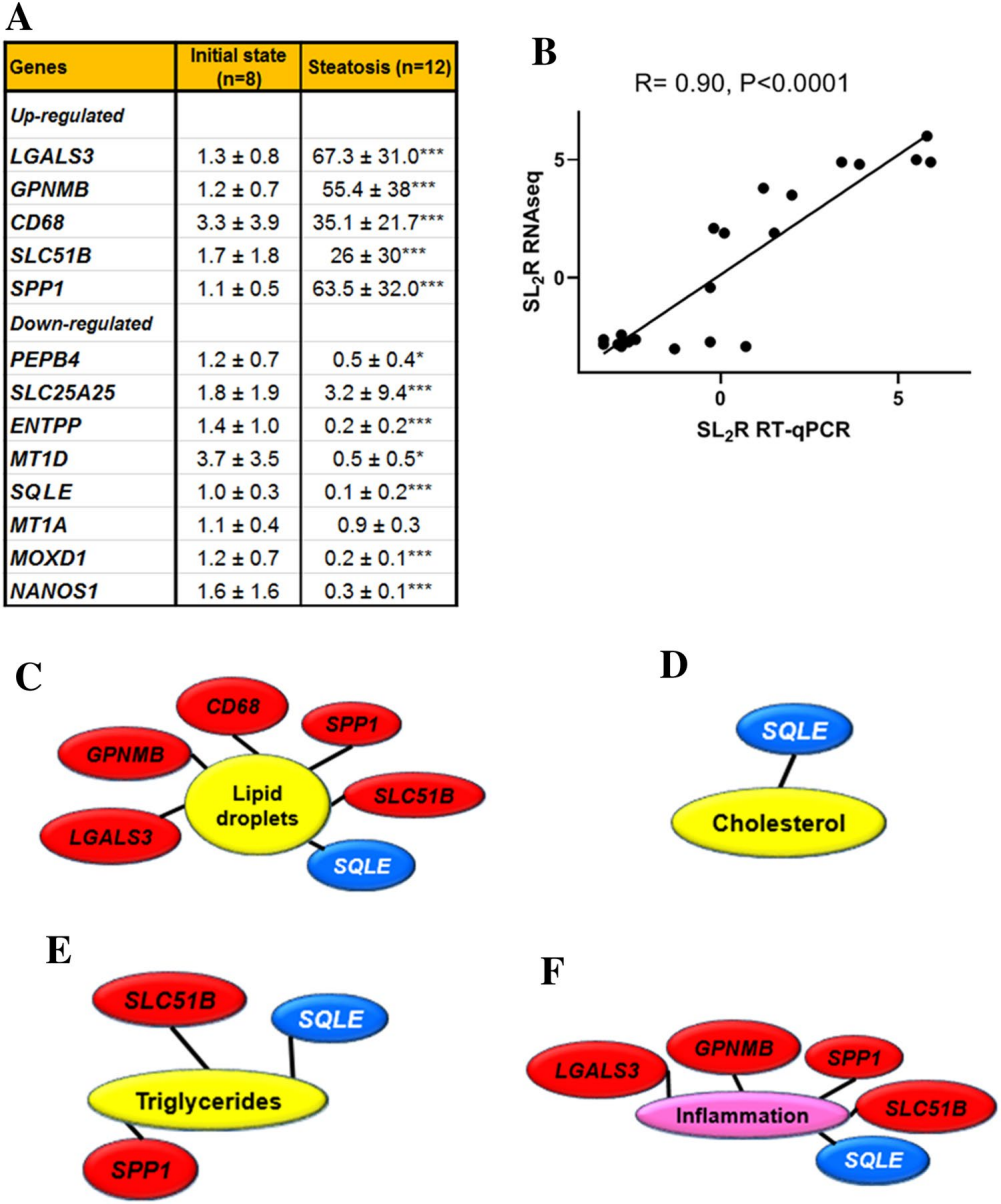
Validation and biological meaning of RNAseq data in a porcine model of dietary NAFLD development. Verification by RT-qPCR of the changes in differentially expressed genes according to RNAseq analysis (**A**). Data (mean ± SD) represent arbitrary units normalized to *UBA52* expression. Statistical analyses were carried out by Mann–Whitney’s U test. *p < 0.05; **p < 0.01 and ***p < 0.005. Correlation analysis between RNAseq and RT-qPCR data (**B**). Log_2_ of steatosis/initial state ratio of RNAseq values of selected genes were plotted against the steatosis/non-steatosis ratio of mean expression values of the same genes by RT-qPCR (see Table S6). Significant (P < 0.001) associations among hepatic lipid droplet content and several gene expressions (**C**), hepatic cholesterol and gene expression (**D**), hepatic triglycerides and gene expressions (**E**) and hepatic inflammation (CD68 immunostaining) and gene expressions (**F**). Red text boxes denote positive associations while blues negative ones. Correlations were calculated according to the Spearman’s rho test**.**

### Characterization of NAFLD/initial NASH regression in a new commercial cross-bred swine

In order to verify whether the present model was able to revert, pigs once done steatotic were switched to their control diet for one month and samples at the end of both analysed phases (Fig. 4). After the pigs received the control diet, hepatic lipid droplets were significantly decreased (Fig. 5A–C) as well as hepatic triglycerides and cholesterol (Fig. 5J,K). Hepatic fibre area was increased (Fig. 5D–F) and inflammation, according to CD68 staining, was significantly reduced (Fig. 5G–I). Total NAS score was significantly decreased (Table S2). In this second experiment, according to the FLIP algorithm and SAF score^38^, 100% of animals after consuming the steatotic diet for two months developed NASH with equal distribution of scores 1 and 2 for ballooning. After switching to the normal diet, 33% of animals reverted their categorization to mild NAFLD, and NASH with score 2 for ballooning was only present in 17% of pigs. There was no change in percentage of animals showing NASH with score 1 for ballooning. Regarding plasma parameters (Table S3), cholesterol, LDL-cholesterol, NEFA, AST, ALT, ALP, GGT, total bilirubin and insulin significantly decreased when pigs consumed the control diet. The opposite was observed for leptin and IL12p40 levels. Collectively, most findings support a trend to revert to the initial phenotype once the steatotic diet was removed.

**Figure 4:**
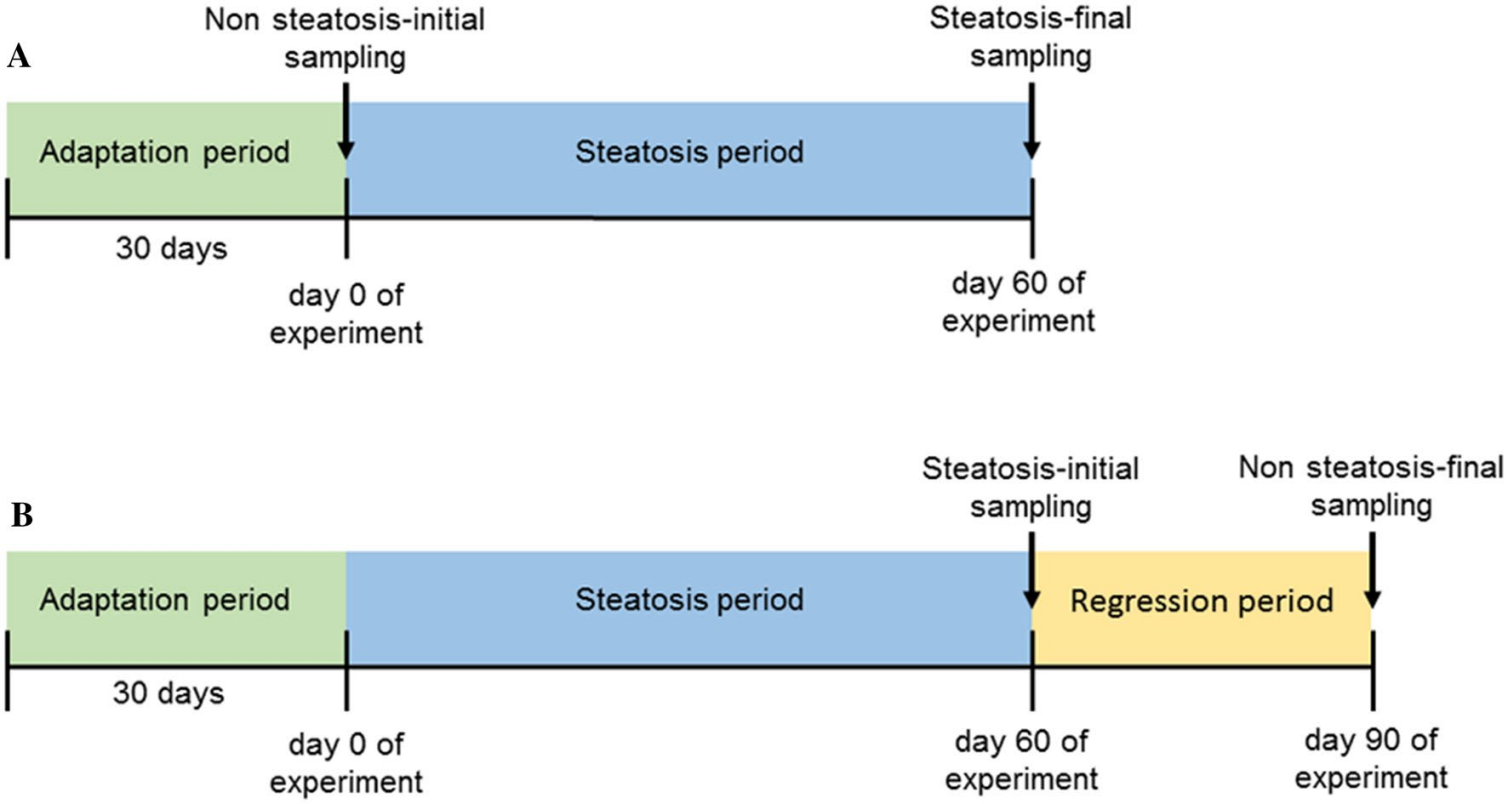
Scheme displaying the used experimental approaches. NAFLD progression study design (**A**) and NAFLD regression experimental setting (**B**).

**Figure 5:**
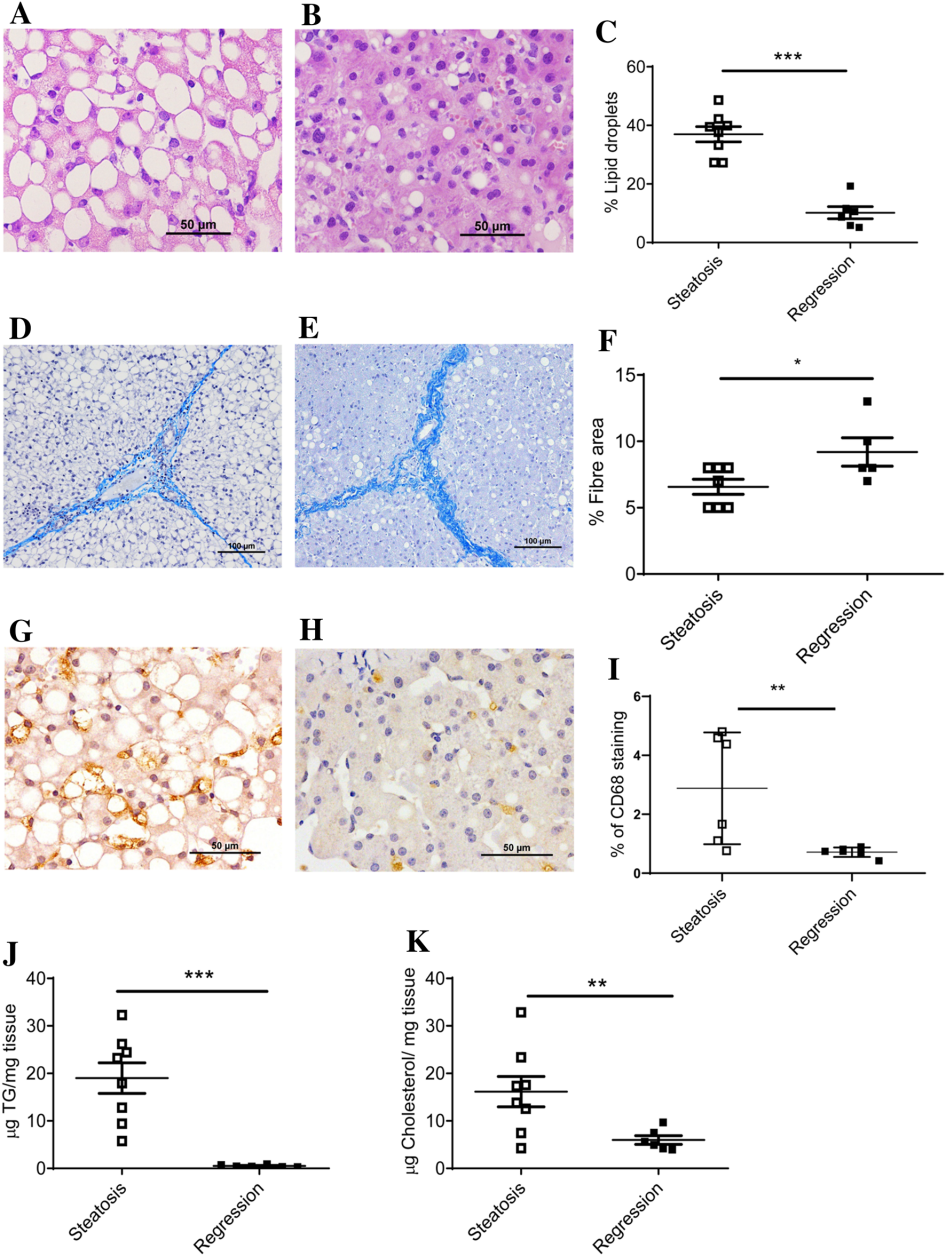
Characterization of NAFLD regression in the porcine model. Representative liver micrographs, stained with hematoxylin–eosin, from swine fed the steatotic diet for two months (**A**) and from the same pigs switched to the control diet for 1 month (**B**). Bar denotes 50 μm. Morphometric changes in hepatic lipid droplet expressed as percentage of area of total liver section (**C**). Representative liver micrographs using Masson’s trichrome staining from swine fed the steatotic diet for two months (**D**) and from the same pigs switched to the control diet for 1 month (**E**). Bar denotes 100 μm. Morphometric changes in fibre extent (**F**) of livers, expressed as percentage of fibre area of total liver section. Representative hepatic CD68 immunostaining from pigs consuming the steatotic diet for two months (**G**) and from the same pigs switched to the control diet for 1 month (**H**). Bar denotes 50 μm. Morphometric changes in CD68 positive areas (**I**), expressed as percentage of total liver section. Hepatic triglyceride (**J**) and cholesterol (**K**) contents from swine fed the steatotic diet for two months and after consuming the control diet for one month. Data are expressed as individual data with means ± SD for each group. Statistical analyses were carried out using Mann–Whitney’s U test. *p < 0.05, **p < 0.01 and ***p < 0.001.

### Gene expression in initial NASH regression study

This model was used to verify whether the observed genetic expression changes were consistent with the decrease in steatosis. To this end, only those genes differentially expressed and significantly associated with hepatic lipid droplets, triglycerides or inflammation in the first experiment were assayed. As shown in Fig. 6A, *LGALS3*, *SLC51B* and *SPP1* significantly decreased their expression while *GPNMB* increased and *CD68* did not change. *LGALS3*, *SLC51B* and *SPP1* expression were in close association with the outcome of hepatic steatosis in both experimental approaches (Fig. 6B). Once again, the significant in-group changes were verified at the individual level by correlation analyses. Only, *LGALS3* expression was significantly associated with lipid droplet areas (Fig. 6C). Hepatic triglycerides were also positively associated with *LGALS3* and negatively with *GPNMB* expressions (Fig. 6D) and inflammation was negatively associated with *GPNMB* expression (Fig. 6E).

**Figure 6:**
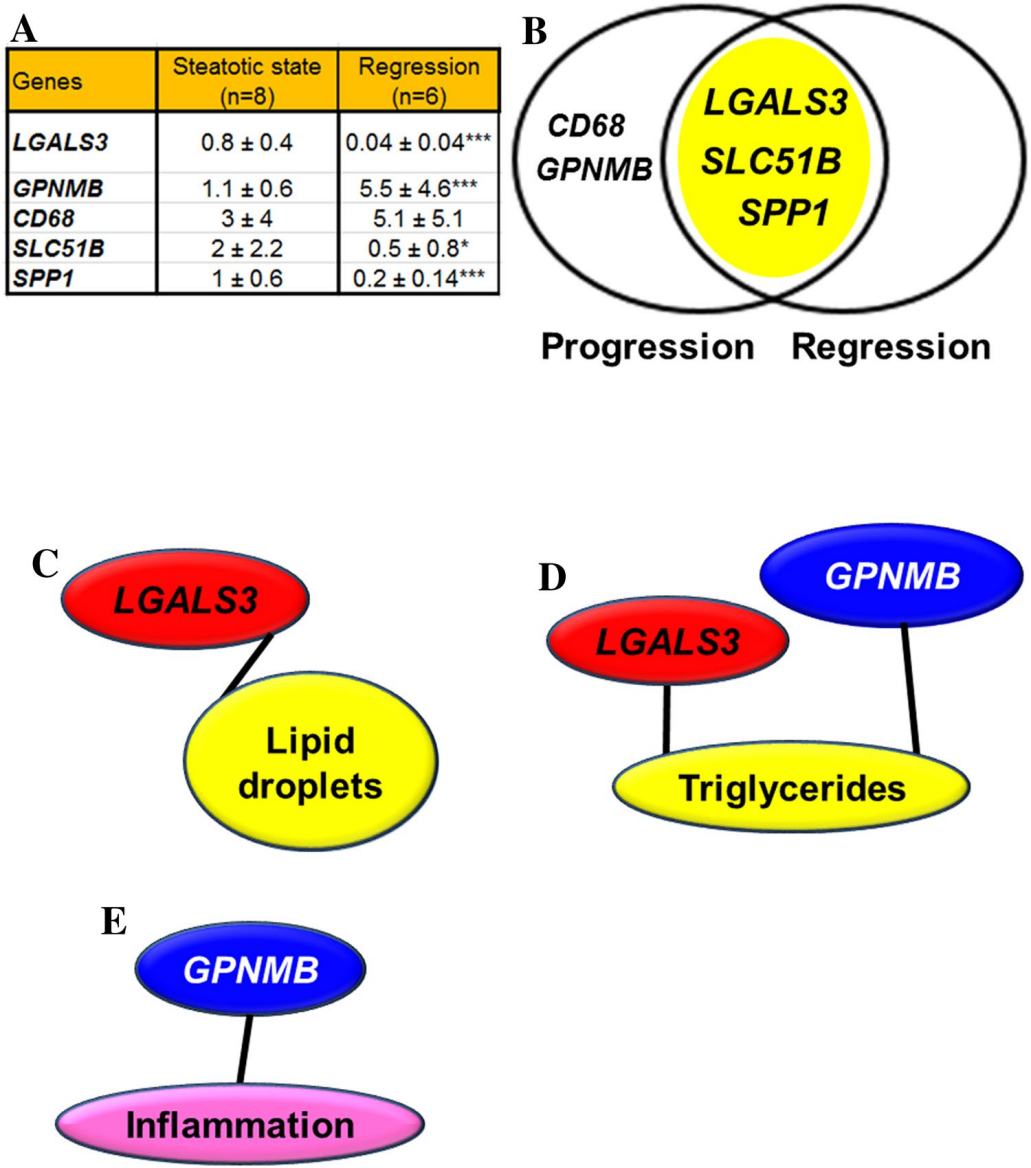
Confirmation of mRNA gene expression changes in the regression experiment using the porcine model of dietary NAFLD development. Analyses by RT-qPCR of previously observed differentially expressed genes (**A**). Data (mean ± SD) represent arbitrary units normalized to *UBA52* expression. Statistical analyses were carried out by Mann–Whitney U test. *p < 0.05, **p < 0.01 and ***p < 0.005. Venn diagram analysis showing the transcripts displaying increased expression in the steatotic condition (yellow area) of progression and regression experiments (**B**). Significant (P < 0.001) association between hepatic lipid droplet content and *LGALS3* expression (**C**), hepatic triglycerides and gene expressions (**D**) and hepatic inflammation (CD68 immunostaining) and gene expressions (**E**). Red colour denotes a positive association while blue a negative one. Correlations were calculated according to the Spearman’s rho test**.**

### Confirmation at protein level of RNA changes

Due to the striking and consistent changes in *LGALS3* expression, both at the group and individual levels in both experiments, and its strong association with lipid droplet area, hepatic LGALS3 protein levels were assayed by Western blot (Fig. 7A and Fig. S4) and significant changes were observed in agreement with their RNA findings. In order to corroborate the Western blot results, mass-spectrometry was carried out using at least three proteotypic peptides (Fig. 7B). The obtained results also corroborated those found by Western blot. Likewise, immunohistochemistry analysis was in agreement with these previous findings. LGALS3 that showed a cytoplasmic distribution, tended to cluster and displayed an irregular pattern and was almost inexistent in regression livers (Fig. 7C).

**Figure 7:**
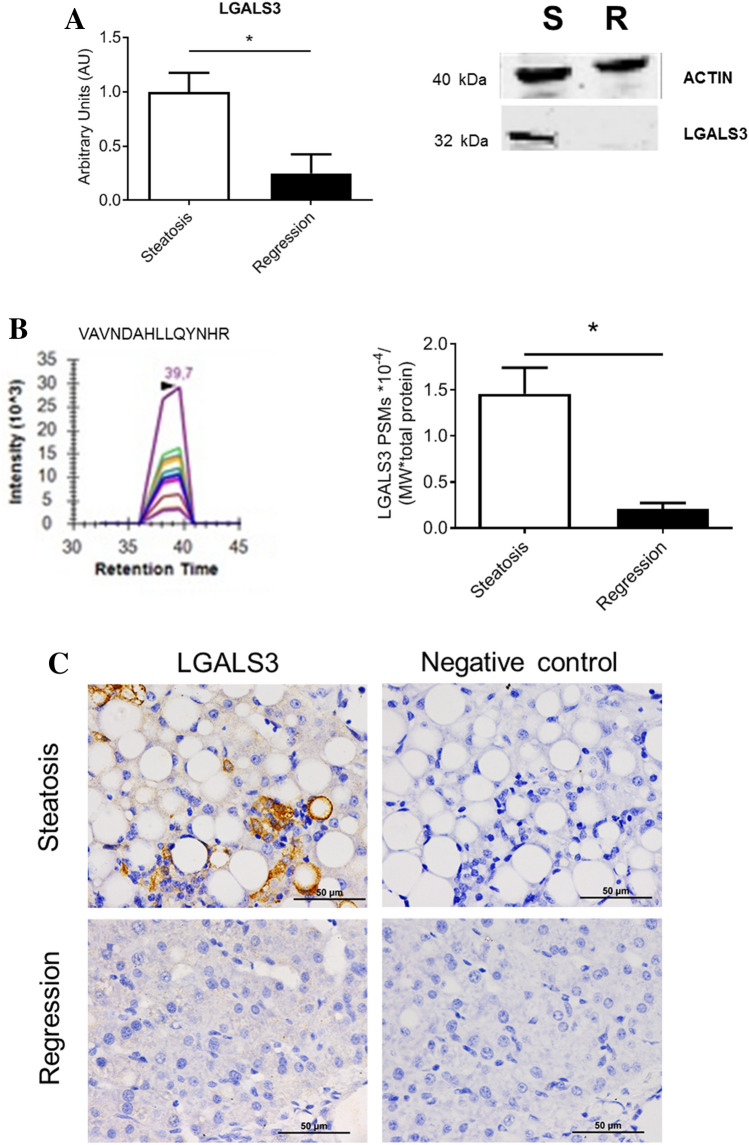
Confirmation of selected protein expression changes in the regression experiment using the porcine model of dietary NAFLD development. Representative Western blots (extracted from original, Supplemental Fig. S2) of proteins and quantification of their expressions normalized to the ACTIN (40 kDa) as loading control (**A**). Parallel reaction monitoring detection of proteotypic peptides and quantification of detectable proteins in targeted proteomics (**B**). Representative chromatograms of proteotypic peptide (VAVNDAHLLQYNHR for LGALS3). PSMs mascot values were divided by their protein molecular weight and the number of detected proteins of each sample. Data are expressed as mean ± SD for each group. Statistical analyses were carried out using Mann–Whitney U test. *p < 0.05. Representative micrographs of immunohistochemical localization of LGALS3 in the liver (**C**). Positive signals of immune labelling are shown in brown. Bar denotes 50 μm.

## Discussion

This study shows an experimental model of NAFLD with initial NASH in a large animal such as the commercial bred pig through altering its diet for a short period. The diet manipulation involved a combination of high cholate, cholesterol, fructose and saturated fat, and low methionine and choline contents (Table S1). This diet was able to develop a reproducible model of hepatic steatosis with initial NASH in two months. Our biochemical characterization proved that this model showed hypercholesterolemia, hypotriglyceridemia, low level of systemic inflammation, absence of insulin resistance and variable leptinemia (Table S3). The hepatic lipid accumulation and inflammation were reverted when the steatotic diet was removed for a month, but not the fibre extent (Figs. 1 and 5). Using RNAseq to assess hepatic transcriptome, several changes in gene expression were identified and confirmed by RT-qPCR. Lipid droplets were positively associated with *CD68, GPNMB, LGALS3*, *SLC51B* and *SPP1* expressions (Fig. 3). Only, *LGALS3* expression was associated with lipid droplets area in the reversion experiment (Fig. 6). The mRNA changes were also observed at the protein level (Fig. 7). Our results in this experimental design could suggest a potential role for LGALS3 in the NASH development.

The availability of a large animal model of NAFLD with initial NASH in a short period may be of particular interest to understand the onset of NAFLD and its progression to NASH, to explore new treatments for this ailment^41^ and to better characterize the steatotic liver for transplant procedures^36^. In these two experiments, 20 animals were provided the steatotic diet and all of them reached NAFLD according FLIP algorithm. However, only an 8% of animals in the first experiment developed NASH with score 2 of ballooning and 17% only developed NAFLD. In the second experiment, using pigs more genetically defined through artificial insemination with only one boar as progenitor, 100% of pigs showed the NASH condition with equal distribution of scores 1 and 2 for ballooning. These allow us to assume that this steatotic intervention in these animals allows the progression of NAFLD to NASH and the penetrance of the phenotype changes by the genetic repertoire of some individuals. Changes in expression levels in such variable genetic backgrounds represent a unique opportunity to discover new genes involved in steatosis and initial NASH.

Using dietary manipulation, Ossabaw miniature pigs have been proposed as a NASH model in large animals^42,43^. They also observed that metabolic syndrome induced by dietary fructose in the absence of dyslipidemia was not sufficient to cause liver injury. Our data in Large White-Landrace pigs also indicate that dyslipidemia in the absence of metabolic syndrome, is crucial for the development of NAFLD and NASH. Therefore, our model without metabolic syndrome resembles the phenotype of NASH observed in some non-obese subjects^44^.

Plasma TG, KB and NEFA were found significantly diminished with the steatosis treatment (Table S3), which could be due to a deficient mobilization of stored fat, decreased use of fat as source of energy or a blockage of TG to be loaded into VLDL^3^. The finding of hypercholesterolemia, mainly carried by LDL (Fig. S2) rejects the latter possibility considering that LDL originate from VLDL^45^. Furthermore, in the second experiment of regression, this new set of pigs showed increased VLDL cholesterol (Fig. S2). Increased total bilirubin, ALP and GGT without changes in aminotransferases recapitulates findings observed in some types of NAFLD patients^46^ and in juvenile Ossabaw swine consuming high-fat, high-fructose, high-cholesterol diet^43^. However, in our case only plasma ALP, total and LDL cholesterol were significantly and positively associated with lipid droplet area in both experimental designs (Fig. 8), while plasma IL12P40 showed a significant negative association. This represents a new aspect not previously reported in humans^47^. In mice, plasma IL12P40 levels were increased after a high fat diet^48^, variable effects according to kaempferol doses^49^ and decreased in the fibrotic liver^50^. Further investigation should be carried out to confirm whether or not this association between this anti-inflammatory protein and NAFLD is consistent among species.

**Figure 8:**
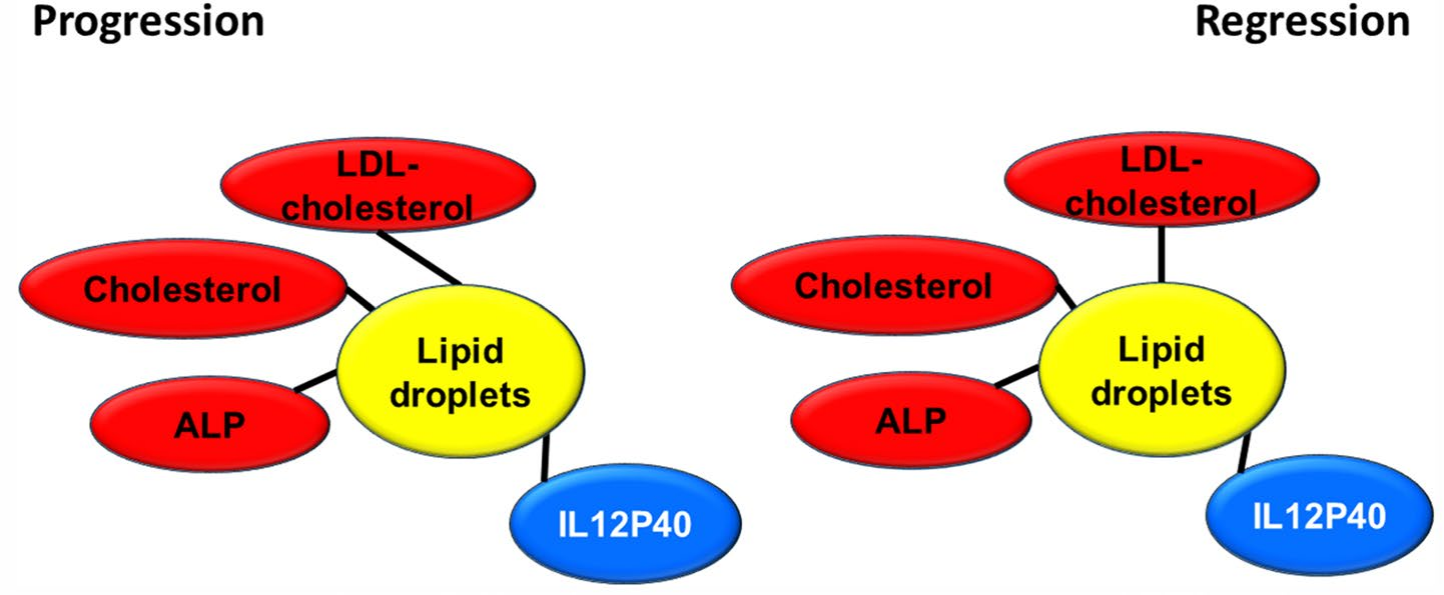
Significant association of plasma parameters and lipid droplet area in both experimental settings. Red colour denotes a positive significant association while blue a negative one. Correlations were calculated according to the Spearman’s rho test**.**

The tenfold increase in leptinemia found in steatosis of the first experiment of progression was not observed in the second regression experiment (Table S3). Several aspects should be considered. The latter experiment was carefully designed by artificial insemination with only one boar as progenitor, so a founder effect cannot be rejected. Moreover, in the regression experiment the steatotic group showed an early peak in the FPLC cholesterol profile compatible with the presence of VLDL or chylomicron remnants (Fig. S2). Fatty acids are known to inhibit leptin secretion from adipocytes^51^, and this effect could have been carried out by VLDLs.

Current transcriptomic analyses are carried out using pathway enrichment or the most expressed transcripts. Both aspects have been addressed in the present work. In this sense, our data point out the significant involvement of 13 pathways (Fig. 2B). According to the second strategy (Table 1, Fig. 3A), we have also detected significant changes. The former approach presents important limitations, most of genome function is unknown, it is estimated that 30% of 20,344^52^ or 20,352^53^ human protein-coding genes do not have an assigned function (https://www.encodeproject.org/), and even more, annotation was electronically predicted in most cases. As shown in Table S4, the latter aspect varied from 0 to 55% according to groups. In light of these limitations, there is room for other approaches. In the present report, we used a highly restrictive strategy of gene selection based on striking gene expression changes by RNAseq (readings present in 75% of samples, FPKM > 0.3 and significant top changes according to SL_2_R), their confirmation by RT-PCR in groups. Then, we adopted a new insight analysing how the gene expression of an animal fits with its pathological status represented by hepatic lipid droplet area, cholesterol or triglyceride contents or inflammation, and this were searched by calculation of correlation coefficients. Only transcripts fulfilling these criteria were tested in the regression experiment, and then, their significant group changes and individual associations were verified again (Fig. S5). We successfully used a similar algorithm to find new gene expressions involved in murine steatosis development^40^, and it resulted in two interesting gene expressions: CIDEC*,* involved in sex-specific enlargement of lipid droplets^54^, and SYT1, participating in remodelling of plasma membrane^55^. Interestingly, none of them showed relevant changes in the current experimental design. 

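CIDEC (chromosome 13 of Sus scrofa 11.1) measured 10.8 ± 2.31 FPKM in the initial state and 8.49 ± 1.52 FPKM in steatosis (SD, n = 4 pools). Its log2 fold change of -0.33 (SE 0.18, adjusted p = 0.18 from limma) was within the spread between pools. SYT1 (chromosome 5) was at most at 0.03 FPKM in every pool and was listed at 0 in 3 of the 4 steatosis pools, so a change could not be detected at this depth.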

In the first experiment, *GPNMB, LGALS3*, *SLC51B*, *SPP1* and *SQLE* gene expressions were significantly associated with lipid droplet area and inflammation (Fig. 3C,F). However, only *LGALS3*, *SLC51B* and *SPP1* expressions showed an expected result in the regression experiments. *SLC51B* is a bile acid transporter^56^ and *SPP1* codifies for osteopontin that has been involved in NAFLD^57^. In the present research, only *LGALS3* gene expression changes were correlated with lipid droplet areas in the reversion experiment and emerging as a candidate gene to be activated in the transition of NAFLD into NASH. According to GEO database, further evidences link hepatic *LGALS3* expression and the use of high fat diets in dietary interventions (Table S8). LGALS3 has been related to cardiometabolic disease^58^ and hepatic steatosis^59^. Its gene deletion has been observed to cause both steatosis^60^ and resistance to steatosis in mice^61^. A role for LGALS3 in promoting fibrosis and inflammation in mouse models of nonalcoholic steatohepatitis has been also proposed^59,62^. In the human liver, *LGALS3* expression was found slightly but significantly increased in patients suffering from alcoholic hepatitis and hepatitis B virus-associated acute liver failure and significantly decreased in obese subjects in response to a short-term low-fat hypocaloric diet (Table S9). However, in paediatric NAFLD, the number of galectin-3 positive cells was associated with tissue damage in different ways, suggesting a dual role of this protein^63^. Controversial results have been observed regarding plasma galectin-3, while for some authors it was a good marker of fibrosis in cirrhosis and toxic hepatitis^64^, no association between circulating galectin-3 levels and NAFLD was found in these patients^65^. An inhibitor of galectin-3, GR-MD-02 (belapectin), was safe and well tolerated in phase 1 studies^66^. In phase 2b, this drug was safe but not associated with significant reduction in fibrosis compared with placebo except for a subgroup of patients without oesophageal varices^67^. Since LGALS3, galectin-3, has emerged as a canonical^62^ and noncanonical inflammasome activator in macrophages^68^ and has been found in myeloid-derived cells^23^, it is plausible that activation LGALS3 in Kupffer cells is an early event in the cascade of events taking place in the progression from hepatic simple steatosis into NASH. However, in rats, hepatic stellate cells production of galectin-3 contributes to the expansion of hepatic progenitor cells^69^. Galectin-3 also regulates the capacity of dendritic cells to support killer T-cell-mediated liver injury, playing an important pro-inflammatory role in acute liver injury^70^. Compared with described networts in String data base for human and pig LGALS3, our analysis is providing consistent new interactions of these gene expressions (Fig. 9). A limitation of our study is that no specific mechanism of this protein was pursued. Further experiments will be required to establish the implication of LGALS3 in all these processes.

**Figure 9:**
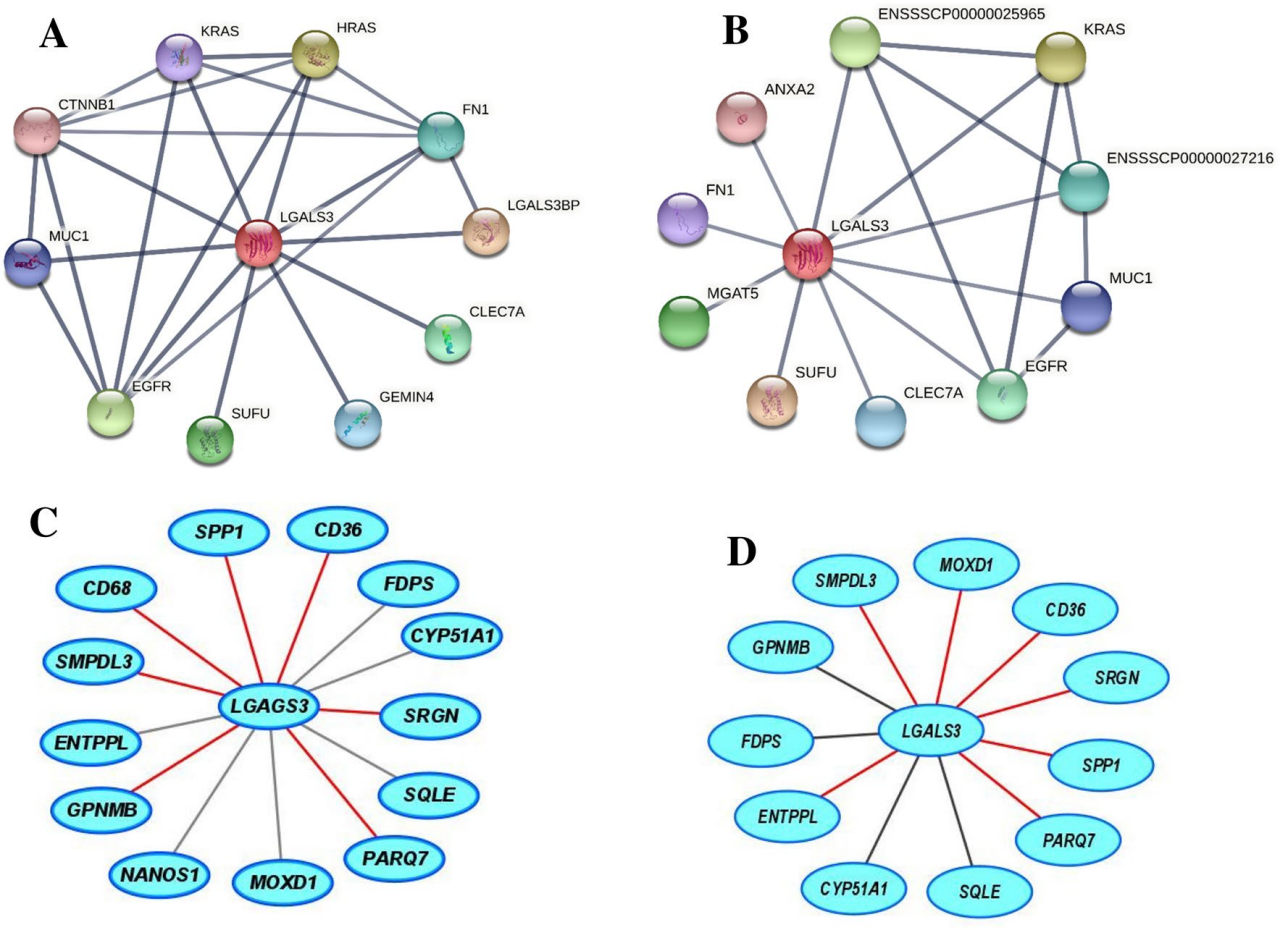
Proposed networks of LGALS3. Human (**A**) and porcine (**B**) LGALS3 networks generated using String (https://string-db.org/). Porcine *LGALS3* gene networks in the progression (**C**) and regression (**D**) experiments. Red colour edges indicate positive significant associations while grey negative ones. Correlations were calculated according to the Spearman’s rho test and Cytoscape 9.0 was used to represent the networks.

In conclusion, we present a fast dietary development of a reversible, initial NASH model in a commercial bred swine characterized by hepatic lipid accumulation, inflammation and fibrosis development, neither systemic inflammation nor insulin resistance, but hypercholesterolemia in a short period of time. The model recapitulates some of the features found in human reinforcing the adequacy of this non-murine model and emphasizes that systemic inflammation and insulin resistance are not essential for NAFLD and NASH. Therefore, commercial cross-bred swine can be a model of experimental steatosis evolving into NASH. In our model, ALP, cholesterol, LDL-cholesterol, and IL12P40 are good plasma parameters to study the setting of steatosis progressing to NASH and its reversion among the studied parameters. Further attention should be addressed regarding IL12P40 plasma levels and their implication in NAFLD pathology. Hepatic *LGAL3* expression shows a strong association with lipid droplet area. It is a *bona fide* marker of steatosis evolving into steatohepatitis and its reversion. In this way, it could play an important and unknown role in initial NASH and pathology of pig livers. Further research is warranted to understand its in vivo function and relevance.

## Methods

### Animals and experimental design

Two experimental settings, the progression and the regression of liver steatosis, are the basis of this report. Regarding the first approach (Fig. 4A), after one month of adaptation, twelve male Large White x Landrace pigs, weighing 42 ± 1.5 kg, were used to induce liver steatosis by feeding a steatotic diet for two months and then euthanized. Once completed the analyses of this experiment, the second approach was tackled (Fig. 4B). To this purpose, we generated by artificial insemination a litter of pigs coming from one boar as progenitor (Cooperativa Ganadera de Caspe, Zaragoza, Spain). After one month of adaptation, eight male Large White x Landrace pigs, weighing 38 ± 2.8 kg, were fed the steatotic diet for 2 months. At that moment, they were switched to the control diet for a month and then, euthanized. Unfortunately, only six out of eight animals completed this second experiment.

### Diets

Control diet, purchased from Cadebro (Casetas, Zaragoza, Spain), provided 72.8% of energy from complex carbohydrates, 18% from protein and 9.2% from fat (Supplemental Table S1). The steatotic diet, prepared at the Veterinary School Facility of the University of Zaragoza, was designed to be methionine-deficient and choline-restricted. It was also enriched in 2% cholesterol (Sigma-Aldrich, Germany), 0.5% sodium cholate (Molekula Group, Darlington, UK) and saturated fat (JL Supervía, Cuarte de Huerva, Zaragoza, Spain). This diet provided 50% of energy from hydrogenated palm and sunflower oil (approximatively, saturated fatty acids represented a 50%), 43% from complex carbohydrates and 7% from protein. All animals had unrestricted access to food and water.

### Sampling

As displayed in Fig. 4, samples were obtained at the beginning and at the end of the experiments for both experimental settings after overnight fasting. Sampling was performed under general anaesthesia, induced and maintained with Propofol® (B/Braun-Vetcare, Rubí, Barcelona, Spain) administration. Liver biopsies were obtained by laparotomy. At the end of the experiment, the livers and blood samples were obtained from pigs euthanized by an anaesthetic overdose. Pieces of the livers were stored in 4% paraformaldehyde and some immediately frozen in liquid nitrogen. The frozen livers and plasma were stored at -80ºC. All the procedures were performed according to the European Union guidelines for the handling and care of laboratory animals, in accordance with ARRIVE guidelines and the protocol was approved by the Ethics Committee for Animal Research of the University of Zaragoza (PI43/15).

### Histological analyses

Paraformaldehyde-stored liver samples were embedded in paraffin. Sections (4 μm) were stained with haematoxylin and eosin or Masson’s trichromic technique. Images were captured using a Nikon microscope. Lipid droplet and fibre areas were blindly evaluated as previously described^71^. Morphometric analyses were carried out using Adobe Photoshop CS3 and expressed as percentage of total liver section. NAFLD score (NAS) was assessed using criteria described by Kleiner et al.^7^ with the standardization proposed by Liang et al.^37^. The FLIP algorithm and steatosis, activity, and fibrosis (SAF) score was also used to categorize the histological stage of pigs^38^.

### Hepatic lipid assays

Liver (20 mg) lipids were extracted according to Folch’s method^72^. The organic phases, evaporated under N_2_ stream and dissolved in isopropanol, were used to measure cholesterol and triglyceride contents using Infinity Reagents from Thermo (Thermo Fisher Scientific, Waltham, MA, USA).

### Plasma parameters

Samples were analysed for triglycerides using Infinity Reagent (Thermo) and total, non-esterified, low-density lipoprotein (LDLc) and high-density lipoprotein cholesterol (HDLc) using a fluorometric method (Amplex Red, Molecular Probes, USA). Ketone bodies and non-esterified fatty acids were assayed using kits from Fujifilm (Wako Pure Chemical Corporation, Tokyo, Japan). Biochemistry parameters (glucose, bilirubin, AST, ALP, ALT and GGT) were measured at the Clinical Laboratory of *Hospital Clínico Universitario Lozano Blesa* (Zaragoza, Spain). Insulin (EP0100, Finetest Wuhan, Hubei, China), leptin (EP0103, Finetest) and adiponectin (EP0006, Finetest) were determined by commercial ELISAs following manufacturers’ instructions. Plasma IL-1beta, IL-4, IL-6, IL-8, IL-10, IL-12p40, IFN-alpha, IFN-gamma, and TNF-alpha were assayed using 15-μl sample through a Porcine ProcartaPlex™ assay (EPX090-60829-901, Thermo) according to manufacturer’s instructions.

### RNA preparation

RNA of each liver was extracted using Tri Reagent from Ambion® (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions. DNA contamination was removed using TURBO DNAse treatment and removal kit from Ambion® (Life Technologies). RNA was quantified by absorbance at 260 nm, and purity was verified regarding the A_260/280_ ratio (greater than 1.8) with SPECTROstar Spectrophotometer’s LVis plate (BMG Labtech, Offenburg, Germany). Integrity of the 28S and 18S ribosomal RNAs was verified by 1% agarose gel electrophoresis containing ethidium bromide. Quality of RNAseq samples (RQI > 9) was also verified by Bio-Rad experion chips (Hercules, CA, USA).

### RNAseq analyses

Samples belonging to the first experiment were used for this procedure. Four pools of non steatosis-initial stage were prepared using equal amounts of hepatic total RNA of two pigs. A similar protocol was followed for hepatic total RNA from pigs at the steatotic-final stage. The resulting 8 samples were sent to BGI (Shenzhen, China) service. Their total RNA quality was tested using Agilent 2100 Bioanalyzer (Agilent RNA 6000 nano kit, Santa Clara, CA, USA), and used for library construction. Pair-end reads of 100 bp were read through the BGISEQ-500 platform. Sequencing reads which contained low-quality, adaptor-polluted and high content of unknown base reads were removed before downstream analyses. After filtering, mapping of clean reads to reference genome (Ensembl *Sus scrofa* genome 11.1; www.ensembl.org) was performed using HISAT2 (Hierarchical Indexing for Spliced Alignment of Transcripts) resulting in an average genome mapping rate of 94.34%. After genome mapping, StringTie 1.0.4 was used to reconstruct transcripts^73^, with genome annotation information, novel transcripts were identified by using Cuffcompare (a tool of Cufflinks)^74^ and the coding ability of those new transcripts was predicted using Coding Potential Calculator^75^. RMATS^76^ was used to detect differentially splicing genes between samples. After novel transcript detection, novel coding transcripts were merged with reference transcripts to get a complete reference, then clean reads were mapped to it using Bowtie2^77^. Then gene expression level for each sample was calculated with RSEM^78^. Differentially expressed genes were classified according to KEGG annotation using phyper in R. The complete datasets were deposited in the GEO database with the accession number GSE130924.

### RT-qPCR

In order to verify individual changes of gene expression, 500 ng of total RNA were reverse transcribed using the PrimeScript™ RT Reagent Kit (Takara). PCR real time reactions were performed using 2 × qPCRBIO Sgreen Mix Hi-ROX, from PCR Biosystems (London, UK), according the manufacturer’s instructions, in a ViiA7 Real-TIME PCR System (Life Technologies). The used primers (Supplementary Table 9) were designed using NCBI (National Centre for Biotechnology Information) primer design software and checked by BLAST analysis (NCBI) and Ensembl to verify gene specificity and coverage of transcripts for a specific gene. The relative amount of all mRNAs was calculated using comparative 2^− ΔΔCt^ method using QuantStudio Real Time PCR Software (Thermo Scientific). Three reference genes were assayed, being *UBA52* (XM_013991270.1) the most stable mRNA; therefore, it was selected as the reference (house-keeping) gene.

### Western blotting

A 50-mg sample of liver was homogenized in 500 µl of an 8 M urea/2 M thiourea buffer pH 9 followed by centrifugation for 10 min. Protein concentration was measured by Bio-Rad dye binding assay (Bio-Rad, Madrid, Spain). Protein samples (20 μg) were loaded onto a 16% tricine-SDS-polyacrylamide gel^79^ and electrophoresed for 150 min at 85 V in a Bio-Rad Miniprotean cell (Hercules, CA). Proteins were transferred to PVDF membranes (GE Healthcare, Madrid, Spain) using semidry transfer cell Bio-Rad Trans-Blot SD apparatus with 1.5 mA/cm^2^ membrane 25 min at 20 V. Membranes were blocked with a PBS buffer containing 5% BSA for 1 h at room temperature. Then, they were incubated with the primary antibody, diluted in a PBS buffer containing 2.5% BSA and 1% Tween 20 overnight at 4ºC followed by 2 h at room temperature. Rabbit polyclonal antibodies against LGALS3 (ref. 14979-1-AP) (1/ 2000) from Proteintech (Manchester, UK) and ACTIN (1/3000) from Sigma (St Louis, MO, USA) were used. Membranes were washed three times with a PBS buffer containing 0.1% Tween 20 and incubated for 1 h at room temperature with conjugated goat anti-rabbit IgG (H&L) DyLight 800 secondary antibodies (SA5-35575, Thermo-scientific, diluted 1/200,000). Images were captured using an Odyssey®Clx (LI-COR, Bad Homburg, Germany).

### Targeted proteomics

Proteins extracted as above described were sent to the proteomic facility of the Complutense University (Madrid, Spain). After concentration, digestion and desalting, peptides were subjected to parallel reaction monitoring-mass spectrophotometry (PRM-MS) to detect the protein of interest (tr|A3EX84|A3EX84_PIG) in an EASY-nLC 1000 System coupled to the Q-Exactive HF mass spectrometer (Thermo Scientific). The data acquired in the Q-EXACTIVE HF were analysed using Skyline v 4.1 software and were manually examined to confirm the peptides and transitions that provided accurate detection of peptides/proteins. The MS/MS data were carried out using Proteome Discoverer software v.2.2 (Thermo Scientific) with search engine MASCOT 2.6 (MatrixScience, London, UK) to identify the peptides against in house DataBase with the fasta sequence of targeted protein (8 sequences). Contaminant data Base (247 sequences) and *Sus scrofa* proteome (UP000008227) were downloaded from Uniprot (www.uniprot.org).

### Immunohistochemistry

The antigenic sites were retrieved by incubation of the sections in a boiling citrate buffer (10 mM Tris-sodium citrate, 1.9 mM citric acid, pH 6.0). Next, endogenous peroxidase activity was quenched by incubating with the peroxidase blocking solution (K4010, DAKO Corporation, Carpinteria, CA, USA). Immunohistochemistry was performed using rabbit polyclonal antibodies against LGALS3 (ref. 14979-1-AP, diluted 1/ 200, Proteintech) and mouse anti-CD68 (ref. MCA2317GA, diluted 1/ 1,000, BioRad) in a Tris-buffered saline containing 1% BSA and incubated overnight at 4ºC. Peroxidase signal detection was carried out following the manufacturer’s instructions, EnVision + System-HRP (K4010, DAKO Corporation). To assess the specificity of the immune labelling, control sections were incubated without the primary antibody. Finally, the sections were counterstained with haematoxylin.

### Statistical analyses

Data is shown as means ± SD. Variables not showing normal distribution (according to the Shapiro–Wilk’s test) or homology of variance were analysed using the one-tailed Mann–Whitney’s U test. The Statistical Package for Social Sciences version 15 (SPSS, Chicago, IL, USA) or Prism 5 software for Windows (GraphPad, S. Diego, CA, USA) was used for statistical analyses. Correlations between variables were tested using the Pearson or the Spearman’s correlation tests. Differences were considered significant when P < 0.05.

## Supplementary Information

Supplementary Information.

# Supplementary material for: Hepatic galectin-3 is associated with lipid droplet area in non-alcoholic steatohepatitis in a new swine model
**Source:** Sci Rep. 2022 Jan 19;12:1024. doi: 10.1038/s41598-022-04971-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Hepatic galectin-3 is associated with lipid droplet area**

**in non-alcoholic steatohepatitis in a new swine model**

Luis V. Herrera-Marcos, Roberto Martínez-Beamonte, Manuel Macías-Herranz, Carmen Arnal, Cristina Barranquero, Juan J. Puente-Lanzarote, Sonia Gascón, Tania Herrero-Continente, Gonzalo Gonzalo-Romeo, Víctor Alastrué-Vera, Dolores Gutiérrez-Blázquez, José M. Lou-Bonafonte, Joaquín C. Surra, María J. Rodríguez-Yoldi, Agustín García-Gil, Antonio Güemes and Jesús Osada

**Table S1. Diet compositions and fatty acid profiles.**

|  | Control diet | Steatotic diet |
| --- | --- | --- |
| **Average energy intake (kcal/pig/day)** | 2622 ± 219 | 3832 ± 576 |
| **Carbohydrates (%)^a^** | 72.8 | 43.0 |
| **Starch (%)^a^** | 45.0 | 17.2 |
| **Sucrose (%)^a^** | 8.1 | 1.5 |
| **Fructose (%)^a^** | 8.5 | 13.5 |
| **Glucose (%)^a^** | 6.7 | 10.8 |
| **Protein (%)^a^** | 18.0 | 7.0 |
| **Fat (%)^a^** | 9.2 | 50.0 |
| **Fat Source** | Palm oil | Hydrogenated palm and sunflower oil |
| **Caprilic acid (C8:0)^b^** | 0.1 | 0.1 |
| **Capric acid (C10:0)^b^** | 0.2 | 0.04 |
| **Lauric acid (C12:0)^b^** | 3.9 | 0.5 |
| **Miristic acid (C14:0)^b^** | 1.8 | 1.0 |
| **Palmitic acid (C16:0)^b^** | 27 | 39.0 |
| **Palmitoleic acid (C16:1)^b^** | 0.1 | 0.2 |
| **Estearic acid (C18:0)^b^** | 2.9 | 8.7 |
| **Oleic acid (C18:1)^b^** | 28.0 | 32.7^c^ |
| **Linoleic acid (C18:2 n6)^b^** | 32.5 | 12.6^c^ |
| **Linolenic acid (C18:3 n3)^b^** | 2.3 | 0.1 |
| **Arachidic acid (C20:0)^b^** | 0.4 | 0.4 |
| **Gadoleic acid (C20:1)^b^** | 0.4 | 0.14 |
| **Cholesterol (ppm)** | Nil to negligible | 20 000 |
| **Sodium cholate (ppm)** | Nil to negligible | 500 |
| **Methionine (ppm)** | 2160 | 100 |
| **Choline (ppm)** | 90 | 16 |

^a^ Values represent percent of total daily calories

^b^ Fatty acid profile percentage

^c^ Trans isomers observed. Oleic: 4%, linoleic: 0.2%

**Table S2. Characterization of hepatic features following the steatotic diet for 2 months and its removal.**

|  | **Experiment A** | | **Experiment B** | |
| --- | --- | --- | --- | --- |
| Histologic lesion | Initial | Steatosis progression | Steatosis  initial | Regression |
| Microvesicular steatosis | 0 ± 0 | 0 ± 0 | 0.3 ± 0.5 | 0.2 ± 0.4 |
| Macrovesicular steatosis | 0 ± 0 | 1.4 ± 0.5 ^a^ | 1.8 ± 0.5 | 0.7 ± 0.5 ^c^ |
| Hypertrophy | 0 ± 0 | 0 ± 0 | 0 ± 0 | 0 ± 0 |
| Inflammation | 1.0 ± 0.9 | 2.3 ± 1.0 ^b^ | 2.8 ± 0.6 | 2.3 ± 0.8 |
| Total score | 1.0 ± 0.9 | 3.7 ± 1.0 ^a^ | 4.9 ± 1.0 | 3.2 ± 1.2 ^c^ |

Experiment A, pigs fed a standard diet; steatosis progression, when the same pigs were fed the steatotic diet for 2 months. Experiment B steatosis initial, independent group of pigs fed the steatotic for two months and regression, the latter group was changed to the standard diet for 1 month. Data represent score numbers for each histological feature and standard deviation according to Kleiner *et al* (Ref 7) and Liang *et al.* (Ref 37). Statistical analyses were carried out using one-tail Mann Whitney’s U test. Experiment A: ^a^, P < 0.001 and ^b^, P < 0.01. Experiment B: ^c^, P < 0.05.

| **Table S3. Serum biochemistry parameters.** | | | | |
| --- | --- | --- | --- | --- |
|  | Experiment A. Progression | | Experiment B. Regression | |
|  | Non Steatosis-initial stage | Steatosis-final stage | Steatosis-initial stage | Regression-final stage |
|  | (n = 12) | (n = 12) | (n = 8) | (n = 6) |
| Glucose (mg/dL) | 91 ± 9 | 93 ± 20 | 92 ± 22 | 92 ± 13 |
| TG (mg/dL) | 33 ±10 | 24 ± 7^a^ | 22 ± 15 | 26 ± 6 |
| Cholesterol (mg/dL) | 82 ± 10 | 147 ± 62^b^ | 156 ± 107 | 77 ± 7^d^ |
| LDLc (mg/dL) | 23 ± 3 | 90 ± 38^c^ | 64 ± 44 | 29 ± 3^e^ |
| HDLc (mg/dL) | 54 ± 7 | 52 ± 22 | 58 ± 40 | 43 ± 4 |
| Non-esterified cholesterol (mg/dL) | 17 ± 2 | 23 ± 10 | 60 ± 41 | 24 ± 2^e^ |
| KB (µM) | 149 ± 87 | 36 ± 35^c^ | 31 ± 35 | 0 ± 0 |
| NEFA (mM) | 0.11 ± 0.11 | 0.05 ± 0.09^a^ | 0.23 ± 0.35 | 0.37 ± 0.36 |
| AST (IU/L) | 48 ± 16 | 60 ± 22 | 60 ± 24 | 33 ± 23^d^ |
| ALT (IU/L) | 22 ± 3 | 24 ± 5 | 24 ± 4 | 18 ± 2^e^ |
| ALP (IU/L) | 5 ± 2 | 132 ± 74^c^ | 136 ± 84 | 3 ± 1^e^ |
| GGT (IU/L) | 51 ± 13 | 60 ± 10^a^ | 50 ± 10 | 34 ± 5^e^ |
| Total bilirubin (mg/dL) | 0.2 ± 0.2 | 0.5 ± 0.3^b^ | 0.4 ± 0.2 | 0.1 ± 0.0^e^ |
| Insulin (ng/mL) | 3 ± 1 | 2 ± 1^a^ | 4 ± 2 | 2 ± 1^d^ |
| HOMA | 15.7 ± 5.3 | 9.9 ± 6.4^a^ | 21.9 ± 9.6 | 10.9 ± 6.0^a^ |
| Revised QUICKI | 0.30 ± 0.01 | 0.33 ± 0.03^a^ | 0.29 ± 0.02 | 0.32 ± 0.02 |
| Adiponectin (µg/mL) | 14 ± 2 | 13 ± 2 | 14 ± 4 | 17 ± 3 |
| Leptin (pg/mL) | 199 ± 138 | 2229 ± 1531^c^ | 236 ± 86 | 408 ± 132^d^ |
| TNFα (pg/mL) | 25 ± 20 | 43 ± 70 | 40 ± 17 | 74 ± 53 |
| IL-1beta (pg/mL) | 16.3 ± 27.8 | 11 ± 17 | 3 ± 5 | 22 ± 29 |
| IL-4 (pg/mL) | 0 ± 0 | 0.1 ± 0.2 | 0 ± 0 | 0.3 ± 0.4 |
| IL-6 (pg/mL) | 4 ± 8 | 16 ± 16^a^ | 7 ± 18 | 43 ± 68 |
| IL-8 (pg/mL) | 3 ± 4 | 7 ± 6^b^ | 3 ± 4 | 6 ± 6 |
| IL-10 (pg/mL) | 26 ± 24 | 50.1 ± 46.9 | 26 ± 24 | 49 ± 49 |
| IL-12p40 (pg/mL) | 384 ± 227 | 129 ± 94^c^ | 177 ± 121 | 392 ± 238^d^ |
| IFN-alpha (pg/mL) | 0.9 ± 2 | 0.9 ± 2 | 4 ± 5 | 1 ± 1 |
| IFN-gamma (pg/mL) | 0.0 ± 0.0 | 13 ± 20 | 5 ± 13 | 20 ± 29 |

Data were analysed using one tail Mann Whitney’s U test. Data are shown as means ± SD. Experiment A: ^a^, P < 0.05; ^b^, P < 0.01 and ^c^, P < 0.001. Experiment B: ^d^, P < 0.05 and ^e^, P < 0.01

**Table S4.** **Sequence quality metrics and genome mapping.**

| Sample | Total raw reads (M) | Total clean reads (M) | Clean reads (%) | Mapping ratio (%) |
| --- | --- | --- | --- | --- |
| Control  (n= 4) | 50.6 ± 1.3 | 46.8 ± 0.9 | 92.5 ± 0.6 | 94.0 ± 0.3 |
| Steatosis  (n= 4) | 52.5 ± 0.1 | 47.4 ± 0.3 | 90.5 ± 0.6* | 93.9 ± 0.1 |

Data are shown as means and SD. Statistical analysis was done by using Mann-Whitney’s U test. *, P<0.05. M, millions

Table S5. List of differentially expressed genes according to KEGG pathways analysed by pathway enrichment.

| **Pathway** | **Differentially expressed genes** |
| --- | --- |
| Phagosome | 100521494(ATP6V0D2), 733702(CD36), 100153507(TUBB2B), 110260307(LOC110260307), 100627693(RAB7B), 100516298(MARCO), 100038025(CLEC7A), 100624785(LOC100624785), 397108(GP91-PHOX), 100142665(NCF2), 397063(ITGB3), 100135029(SLA-5), 100516106(MRC2), 397507(CYBA), 613130(FCGR1A), 396724(OLR1), 100513976(LOC100513976), 100153090(CTSS), 100127131(LOC100127131), 733594(TUBA1B), 100521769(TCIRG1), 396943(ITGB2), 100135031(SLA-2), 397684(FCGR3A), 399541(TLR4), 100628141(MS4A7), 100515902(LOC100515902), 100513601(LOC100513601), 100135050(SLA-DMB), 100037288(SLA-3), 396623(TLR2), 100037293(SLA-1), 110258824(LOC110258824), BGI_novel_G000046, 110258822(LOC110258822), 100038329(LOC100038329), 100125542(LOC100125542), 110258825(LOC110258825), BGI_novel_G000035, 100623100(SCARF1) |
| Tuberculosis | 100521494(ATP6V0D2), 102165146(LOC102165146), 110260307(LOC110260307), 100038025(CLEC7A), BGI_novel_G000186, 494568(CTSD), 397007(TLR9), 100516106(MRC2), 100125838(NOD2), 613130(FCGR1A), 106505672(IRAK2), 100513976(LOC100513976), 100153090(CTSS), 100519528(CALML4), 397406(FCER1G), 396646(MYD88), 100521769(TCIRG1), 396943(ITGB2), 397684(FCGR3A), 399541(TLR4), 100154503(SRC), 100135050(SLA-DMB), 110258075(CARD9), 396623(TLR2), 396655(STAT1), BGI_novel_G000185, 396657(IL10RB), 110258824(LOC110258824), BGI_novel_G000046, 110258822(LOC110258822), 100038329(LOC100038329), 100125542(LOC100125542), 110258825(LOC110258825), BGI_novel_G000035 |
| Epstein-Barr virus infection | 397102(AMBN), 396906(HSPA6), 100157399(HSPA12A), 100135029(SLA-5), 100516719(ENTPD8), 100522166(TMEM37), 100522394(VIM), 396913(JUN), 414912(SPI1), 110257759(LOC110257759), 100623360(ENTPD3), 100156479(PYGO1), 100135031(SLA-2), 100415929(CCNA2), 100515902(LOC100515902), 100523956(TMEM184A), 100513601(LOC100513601), 100037288(SLA-3), 397298(ENTPD1), 396750(ICAM1), 396657(IL10RB), 100037293(SLA-1), 100525282(ROGDI), 397669(CD19), 110258824(LOC110258824), BGI_novel_G000046, 110258822(LOC110258822), 100038329(LOC100038329), 100125542(LOC100125542), 110258825(LOC110258825), BGI_novel_G000035, 100152095(HRG) |
| Transcriptional regulation | 654325(MMP9), 397671(PPARG), 100511336(PROM1), 396985(PLAU), 100152200(C7H6orf222), 397441(CD86), 100154381(GAS2L3), 397121(PLAT), 100155147(PIK3IP1), 100153902(ISG12(A)), 613130(FCGR1A), 100156860(BCL2A1), 100157387(SPINT1), 110261124(IFI6), 414912(SPI1), 414902(MITF), 397543(BAK1), 100626235(SLC45A3), 100515962(CDK14), 110258824(LOC110258824), BGI_novel_G000241, 100520167(PAX5), BGI_novel_G000046, BGI_novel_G000192, 110258822(LOC110258822), 100038329(LOC100038329), 100125542(LOC100125542), 110258825(LOC110258825), BGI_novel_G000035, BGI_novel_G000190 |
| Lysosome | 100521494(ATP6V0D2), 397414(ACP5), 396764(SLC11A1), 494568(CTSD), 397569(CTSK), 103158530(CD68), 102159930(SORCS2), 100515283(GM2A), 396969(CTSH), 100512932(ASAH1), 100141405(CTSZ), 100153167(PSAP), 100153090(CTSS), 100624593(GLB1), 396958(HEXB), 110260948(PLA2G15), 397398(DNASE2), 100624193(LAPTM5), 449572(GBA), 100521769(TCIRG1), 100523554(GNPTAB), 397410(NPC2), 100517795(AP1S2) |
| Calcium signalling pathway | 110255240(BDKRB2), 100520061(ATP2B3), 100157745(PLCE1), 396856(RYR2), 100519528(CALML4), 397243(CYSLTR2), 100622020(SLC8A1), 100521440(ORAI2), 100627099(PLCD1), 100523973(PTAFR), 397421(PLN), 100144471(ADRA1A), 100157641(PLCB2), 414905(TNNC2), 100516962(ATP2A1), 110258824(LOC110258824), BGI_novel_G000046, BGI_novel_G000192, 110258822(LOC110258822), 100038329(LOC100038329), 100125542(LOC100125542), 110258825(LOC110258825), BGI_novel_G000035, 110259950(CACNA1H), BGI_novel_G000190, 100152612(PPIF) |
| PPAR signalling pathway | 574075(FABP7), 397537(LPL), 396670(SCD), 574074(FABP5), 733702(CD36), 399533(FABP4), 100126283(AQP7), 397671(PPARG), 448985(CYP7A1), 100517271(SLC27A6), 403327(CYP4A21), BGI_novel_G000265, 100627285(LOC100627285), 110255311(LOC110255311), 396724(OLR1), 397527(PLTP), BGI_novel_G000266, 100737897(LOC100737897), 445535(FABP1), 448980(ACSL4), 399528(CPT1B), 403326(CYP4A24), 100524667(PLIN4), 100144531(PCK1) |
| NF-kappa B signalling | 396985(PLAU), 100520186(SH2D6), 100156860(BCL2A1), 396668(CCL4), 396925(VCAM1), 100152350(BLNK), 396646(MYD88), 100627308(BTK), 399541(TLR4), 396750(ICAM1), 100125555(LY96), 110258824(LOC110258824), 100517816(LAT), BGI_novel_G000046, BGI_novel_G000192, 110258822(LOC110258822), 100038329(LOC100038329), 100125542(LOC100125542), 110258825(LOC110258825), BGI_novel_G000035, BGI_novel_G000190, 494464(CCL19) |
| Natural killer cytotoxicity | 100525766(PAK1), 397405(TYROBP), 397406(FCER1G), 396826(FAS), 100156479(PYGO1), 100519821(VAV1), 396943(ITGB2), 414387(ICAM2), 397684(FCGR3A), 396750(ICAM1), 110258824(LOC110258824), 100517816(LAT), BGI_novel_G000046, 110258822(LOC110258822), 100038329(LOC100038329), 100125542(LOC100125542), 100622915(KLRD1), 110258825(LOC110258825), BGI_novel_G000035 |
| Cytochrome P450 | 100144468(CYP3A22), 100739347(ALDH3B1), 100525616(AOX2), BGI_novel_G000116, 102162530(ALDH1A3), 100739163(LOC100739163), 403216(CYP2E1), 100515394(LOC100515394), 110261964(LOC110261964), BGI_novel_G000281, 397132(FMO1), 100153094(LOC100153094), 100516628(LOC100516628) |
| Fatty acid degradation | 403327(CYP4A21), BGI_novel_G000265, 100627285(LOC100627285), 110255311(LOC110255311), BGI_novel_G000266, 100737897(LOC100737897), 448980(ACSL4), 399528(CPT1B), 403326(CYP4A24), 110261964(LOC110261964), 100152303(ACAT2) |
| Glycerolipid metabolism | 397537(LPL), 100524431(GPAT2), 100522336(SLC9B2), 100623089(MBOAT2), 397629(GPAM), 396816(AKR1B1), 100512305(METRNL), 100515182(TTC39B), 100516928(GPR180), 100524113(MOGAT1), 100155736(LIPG) |
| Terpenoid biosynthesis | 100625049(LOC100625049), 100524223(HMGCS1), 100144446(HMGCR), 100153932(FDPS), 100152303(ACAT2), 110260885(MVD), 100152230(MVK), 397673(HMGCS2) |

**Table S6.**  **The most striking hepatic transcripts regulated by the steatotic diet in male pigs according to RNAseq.**

| **Gene ID** |  | **Symbol** | **Initial state (FPKM)** | **Steatosis (FPKM)** | **Log_2_ fold change steatosis/ initial state** |
| --- | --- | --- | --- | --- | --- |
| **Up-regulated** |  |  |  |  |  |
| 100038033 | Galectin-3 | *LGALS3* | 4.3 ± 1.8 | 274.9 ± 81.9 | 6.0 |
| 100521494 | ATPase H+ transporting V0 subunit d2 | *ATP6V0D2* | 0.0 ± 0.0 | 1.7 ± 0.9 | 5.8 |
| 100158149 | Dendrocyte expressed seven transmembrane protein | *DCSTAMP* | 0.0 ± 0.0 | 0.7 ± 0.3 | 5.6 |
| 100516395 | Lactoperoxidase | *LPO* | 0.1 ± 0.1 | 3.4 ± 1.9 | 5.2 |
| 110257900 | Cytokine receptor-like factor 2 | *CRLF2* | 0.1 ± 0.1 | 1.9 ± 0.7 | 5.2 |
| 397029 | Myelin proteolipid protein | *PLP1* | 0.2 ± 0.1 | 7.6 ± 5.2 | 5.1 |
| 100049669 | Glycoprotein NMB | *GPNMB* | 24 ± 6 | 776 ± 303 | 5.0 |
| 100520753 | Macrosialin | *CD68* | 1 ± 0.5 | 16 ± 9 | 4.9 |
| 100520061 | ATPase plasma membrane Ca^2+^ transporting 3 | *ATP2B3* | 0.0 ± 0.0 | 1.0 ± 0.5 | 4.9 |
| 100525144 | Solute carrier family 51 subunit beta | *SLC51B* | 0.3 ± 0.1 | 8.0 ± 4.8 | 4.8 |
| 100625693 | Mucolipin 3 | *MCOLN3* | 0.0 ± 0.0 | 0.8 ± 0.5 | 4.8 |
| 397087 | Osteopontin | *SPP1* | 6.1 ± 2.5 | 151 ± 73 | 4.6 |
| **Down-regulated** |  |  |  |  |  |
| 100514482 | Anterior gradient protein 2 | *AGR2* | 8 ± 13 | 0.6 ± 0.1 | -3.7 |
| 100302365 | Phosphatidylethanolamine-binding protein 4 | *PEBP4* | 2.6 ± 0.8 | 0.3 ± 0.3 | -3.0 |
| 100156347 | Calcium-binding mitochondrial carrier protein | *SLC25A25* | 64 ± 71 | 8.3 ± 1.3 | -2.9 |
| 100519324 | Ethanolamine-phosphate phospho-lyase | *ETNPPL* | 23 ± 16 | 3.2 ± 1.8 | -2.9 |
| 100037920 | Metallothionein-1E | *MT1D* | 9491 ± 1350 | 1318 ± 775 | -2.8 |
| 100622304 | DC-STAMP domain containing 1 | *DCST1* | 0.3 ± 0.1 | 0.0 ± 0.0 | -2.8 |
| 100113409 | Squalene epoxidase | *SQLE* | 34.6 ± 7 | 5.1 ± 8.2 | -2.8 |
| 102166944 | Metallothionein-1A | *MT1A* | 4311 ± 913 | 644 ± 325 | -2.7 |
| 100151998 | Monooxygenase, DBH-like 1 | *MOXD1* | 1.8 ± 0.5 | 0.3 ± 0.1 | -2.7 |
| 100157783 | Nanos C2HC-type zinc finger 1 | *NANOS1* | 1.3 ± 1.1 | 0.2 ± 0.0 | -2.6 |

Data are means ± SD. FPKM, fragments per kilo base per million mapped reads. Only genes with counts in more than 75% of samples have been taken into consideration.

Annotations were carried out using <https://www.ensembl.org/Pig/Search/Results?q=;site=ensembl;facet_species=Pig>, <https://www.rnaatlas.org/> and [https://blast.ncbi.nlm.nih.gov/Blast.cgi against Sus scrofa 11.1](https://blast.ncbi.nlm.nih.gov/Blast.cgi%20against%20Sus%20scrofa%2011.1) reference Annotation Release 106

**Table S7. Comparison of mean ratios of gene expressions in both experiments.**

|  | A | | B | |
| --- | --- | --- | --- | --- |
|  | **Steatosis/ initial state ratio** | | **Steatosis/ non-esteatosis ratio** | |
| **Genes** | SL_2_R RNAseq  (n= 8) | SL_2_R  RT-qPCR  (n= 12) | Progression | Regression |
| ***CD68*** | 4.9 | 3.4 | 3.4 | -0.8 |
| ***CYP51A1*** | -2.6 | -3.3 | -3.3 | -1.6 |
| ***ENTPPL*** | -2.9 | -2.8 | -2.8 | 4.6 |
| ***FDPS*** | -2.4 | -2.8 | -2.8 | 0.1 |
| ***GPNMB*** | 5.0 | 5.5 | 5.5 | -2.3 |
| ***ISG15*** | -0.4 | -0.3 | -0.3 | 3 |
| ***LGALS3*** | 6.0 | 5.8 | 5.8 | 17.5 |
| ***MT1A*** | -2.7 | -0.3 | -0.3 | nd |
| ***MOXD1*** | -2.7 | -2.6 | -2.6 | 2.5 |
| ***MT1D*** | -2.8 | -2.9 | -2.9 | nd |
| ***NANOS1*** | -2.6 | -2.4 | -2.4 | nd |
| ***PAQR7*** | 3.8 | 1.2 | 1.2 | 4.6 |
| ***PEPB4*** | -3.0 | -1.3 | -1.3 | 3.1 |
| ***PLD3*** | 2.1 | -0.2 | -0.2 | nd |
| ***PTPRU*** | 1.9 | 0.1 | 0.1 | nd |
| ***SLC51B*** | 4.8 | 3.9 | 3.9 | 2.0 |
| ***SLC25A25*** | -2.9 | 0.7 | 0.7 | nd |
| ***SMPDL3A*** | 3.5 | 2.0 | 2.0 | 3.0 |
| ***SPP1*** | 4.9 | 5.9 | 5.9 | 2.3 |
| ***SQLE*** | -2.8 | -3.3 | -3.3 | -8.9 |
| ***SRGN*** | 1.9 | 1.5 | 1.5 | 1.7 |

Log_2_ of steatosis/initial state ratio of expressions of 21 selected genes obtained by RNAseq and by RT-qPCR in the first experiment (A). Comparison log_2_ of steatosis/ non-steatosis ratios from progression and regression experiments (B). Nd, not determined.

**Table S8. Changes in hepatic *Lgals3* expression levels related to diet.**

| **Experimental condition** | **Type of change** | **Ratio (tx/control)** | **Accession number** |
| --- | --- | --- | --- |
| High fat diet deficient in methionine and choline diet in mice | Increase | 24.7 | GDS4883 |
| Ketogenic diet in WT mice | Increase | 23.6 | GDS2738 |
| Low-fat. high-carbohydrate diet in *Scd1* null mice | Increase | 15.8 | GDS1517 |
| Sebacic acid supplementation in db null mice | Increase | 6.8 | GDS3807 |
| HFD in *Ldlr* null mice | Increase | 6.1 | GDS279 |
| *Ldlr* null mutation in HFD | Increase | 4.2 | GDS279 |
| HFD in GPR120 null mice | Increase | 4.1 | GDS4830 |
| GPR120 null mutation in HFD | Increase | 3.3 | GDS4830 |
| Genetic obesity in mice | Increase | 2.3 | GDS4506 |

Data obtained from Genome Expressed Omnibus data bank and Array express.

**Table S9**. **Changes in human hepatic *LGALS3* expression.**

| **Experimental condition** | **Type of change** | **Signal log_2_ ratio** | **Accession number** |
| --- | --- | --- | --- |
| Obese liver response to a short-term low-fat hypocaloric diet | Decreased | -1.2** | GDS3423 |
| Influence of diabetes in men | Decreased | -0.9 | GDS3883 |
| Alcoholic hepatitis | Increased | 0.5*** | GDS4389 |
| Hepatitis B virus-associated acute liver failure patients | Increased | 0.3*** | GDS4387 |
| GB virus C effect on hepatitis C virus /human immunodeficiency virus co-infected patients | No change | -0.05 | GDS4165 |
| Inflammation vs fibrosis in infant biliary atresia | No change | -0.01 | GDS4271 |
| Human vs mouse hepatocytes | No change | 0.02 | GSD4327 |

Data obtained from Genome Expressed Omnibus data bank and Array express and reanalysed. **, P<0.002 and ***, P<0.0001 According to Mann-Whitney’s U-Test.

<http://www.ncbi.nlm.nih.gov/gds/>

https://www.ebi.ac.uk/arrayexpress/.

| **Table S10. Characteristics of primers used in RT-qPCR assays according to MIQE guidelines.** | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gene symbol | Accession | Sequence | Amplicon length | Junction | [Primers] | Efficiency | |
| *CYP51A1* | NM_214432.1 | Sense: GGCTTACTGCAAGCTGGG  Antisense: GACTGGATAGGAGATTGACGCC | 76 | Exon 1 | 100 nM | 106% | |
| *ENTPPL* | XM_021101686.1 | Sense: GTTTGGCCGTCCTGGATGTA  Antisense: AAAAAGGCCAACACCCCTGA | 140 | Exon 9-10 | 100 nM | 94% | |
| *FDPS* | NM_001185131.1 | Sense: GGCACAGACATCCAGGACAA  Antisense: GCCACCTTCTCAGCATCCTT | 122 | Exon 9-10 | 50 nM | 96% | |
| *GPNMB* | NM_001098584.1 | Sense: CGCCAAACGGTTTCAGGATG  Antisense: AACATATGGGTCGGGGGATG | 334 | Exon 1-4 | 100 nM | 100% | |
| *ISG15* | NM_001128469.3 | Sense: GGTGAGGAACGACAAGGGTC  Antisense: GGCTTGAGGTCATACTCCCC | 177 | Exon 2 | 100 nM | 92% | |
| *LGALS3* | NM_001097501.2 | Sense: TCTGGACCACTGAATGTGCC  Antisense: GAGCATCATTGACCGCAACC | 319 | Exon 3-5 | 100 nM | 92% | |
| *LOC100520753 (CD68)* | XM_013978575.2 | Sense: GGTGCGGTTGTCTCAGTTAC  Antisense: CCTCCACCCAGAGTCCATCT | 130 | Exon 1 | 100 nM | 99% | |
| *LOC102166944 (MT1A)* | XM_021093890.1 | Sense: GTATAAACCTGAGCACGCGG  Antisense: ACTTGTCCGAGGCTCCTTTG | 267 | Exon 3-4 | 100 nM | 115% | |
| *MOXD1* | XM_001926931.3 | Sense: CCAAGTACCACGCCTCCAAT  Antisense: GTCCAGAACACTGTCGCTGA | 287 | Exon 4-6 | 100 nM | 100% | |
| *MT1D* | XM_021093892.1 | Sense: TAAGTGTAGCTGCTGTGCCT  Antisense: TAGCAATCGAGTCAGGGTCA | 104 | Exon 2 | 100 nM | 100% | |
| *NANOS1* | XM_001928298.4 | Sense: TGCAGGTGTGTGTGTTTTGC  Antisense: CGGGCAGTACTTGATGGTGT | 167 | Exon 1 | 100 nM | 110% | |
| *PAQR7* | NM_213739.1 | Sense: CAGGGGACAGAAACCAGTCA  Antisense: GGATGGACCTGTCGCAAACT | 182 | Exon 2 | 100 nM | 108% | |
| *PEPB4* | NM_001162888.1 | Sense: TGGAGACATTGGCTGGTGAC  Antisense: GCAGTTATCTCCGCTTGGGT | 346 | Exon 4-7 | 100 nM | 100% | |
| *PLD3* | NM_001244500.1 | Sense: CACCATGGAGTTCTCCCACC  Antisense: AGCCAGGGAGAGCAGGAAG | 153 | Exon 10-11 | 200 nM | 94% | |
| *PTPRU* | XM_021095725.1 | Sense: GATCACCAAGCTGGTGGAGG  Antisense: GGAGCAGAGGGTCTTCACAC | 400 | Exon 21-24 | 200 nM | 94% | |
| *SLC51B* | XM_005658570.3 | Sense: GGCTGTGGTGGTCGTGATAA  Antisense: TCCAACCTCAGCCAGGTAGA | 121 | Exon 4-5 | 100 nM | 90% | |
| *SLC25A25* | NM_001164510.1 | Sense: ATCGTACAAGCTGGCGACAA  Antisense: TCTCTTGGGCATCAATGCGT | 145 | Exon 2-3 | 25 nM | 102% | |
| *SMPDL3A* | XM_003480256.4 | Sense: ACTGGCCACAGGATCAACTG  Antisense: TAGGGTCACGACATTTGGGC | 203 | Exon 5 | 100 nM | 90% | |
| *SPP1* | NM-214023.1 | Sense: CACATTGTAGCGAGGTGGGA  Antisense: GACCGTCGACTAAACCCTGA | 170 | Exon 6 | 100 nM | 96% | |
| *SQLE* | NM_001101026.1 | Sense: GGTCCAGTTGCGCTGATTTC  Antisense: CAGTACAGCGCCACTACTGA | 153 | Exon 10-11 | 100 nM | 101% | |
| *SRGN* | XM_013990411.2 | Sense: TTCCGCACAGGAGAACCTTG  Antisense: GTGAGCCTGTCACAATGCAG | 106 | Exon 1-2 | 90 nM | 101% | |
| *UBA52* | XM_013991270.1 | Sense: ACCCTGACGGGCAAGACCAT  Antisense: CGGCCATCCTCCAGCTGTTT | 143 | Exon 2 | 100 nM | 90% | |
| *18S* | [3J7P_S2](https://www.ncbi.nlm.nih.gov/nucleotide/3J7P_S2?report=genbank&log$=nuclalign&blast_rank=1&RID=EY1JWFMR01R) | Sense: TTTTCGGAACTGAGGCCATG  Antisense: CCGGTCCAAGAATTTCACCTCT | 81 | / | 100 nM | 90% | |

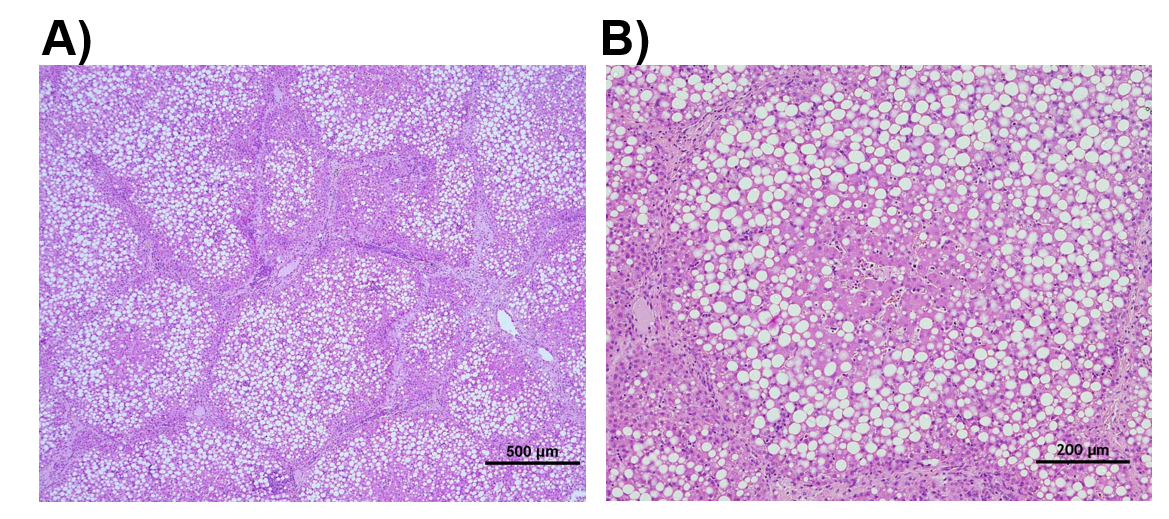

**Figure S1: Low magnification hepatic images from pigs consuming the steatotic diet.**

Representative liver micrographs, stained with hematoxylin-eosin, at ×40 (A) and x100 (B) magnifications from commercial breed swine after consuming the steatotic diet for 2 months (B).

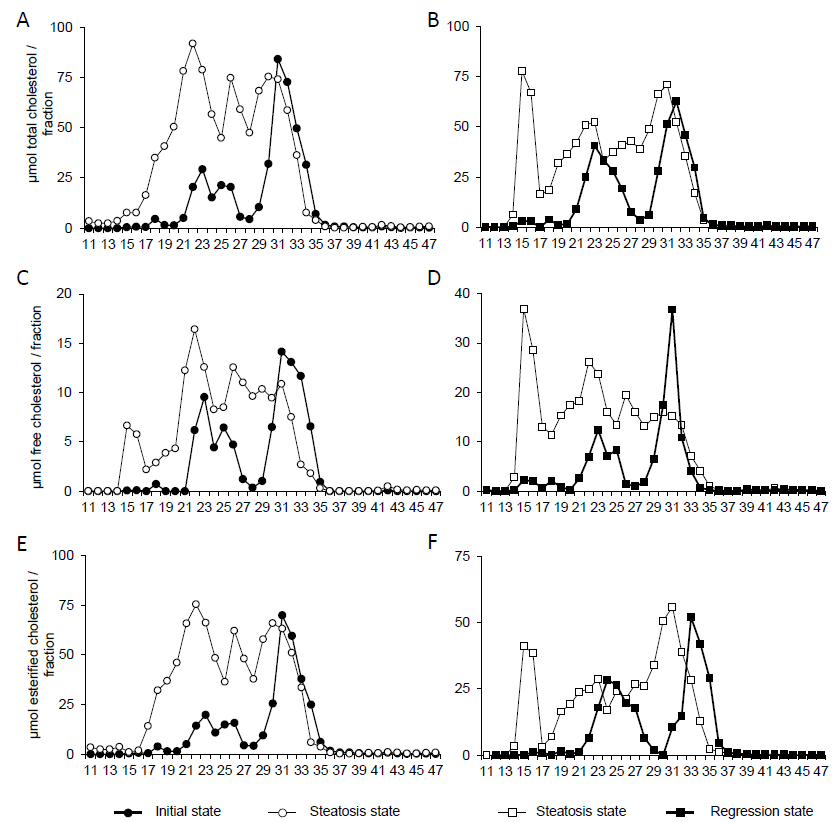

**Figure S2: Plasma lipoprotein profiles of pigs in the progression and regression experiments**. Independent pools of all samples per experimental group were prepared. Lipoproteins were separated using fast protein liquid chromatography (FPLC) and collected fractions analysed for total (*A*-*B*), non-esterified (*C-D*) and esterified cholesterol (*E-F*). Fraction numbers 11–19 corresponded to VLDL, 20–28 to LDL (two types of LDL are characteristic of swine LDL) and 29–35 to HDL. Representative profiles are shown from progression (left panels) and regression experiments (right panels).

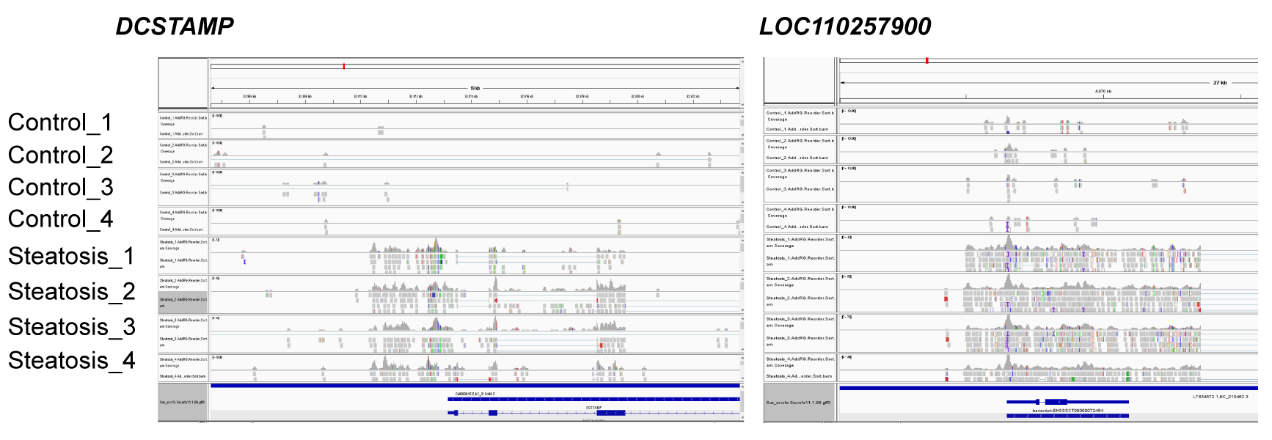

**Figure S3. Alignments of sequence readings in the different pools used for the selected transcripts according to Integrative Genome Viewer 2.8.2^®^.**

**
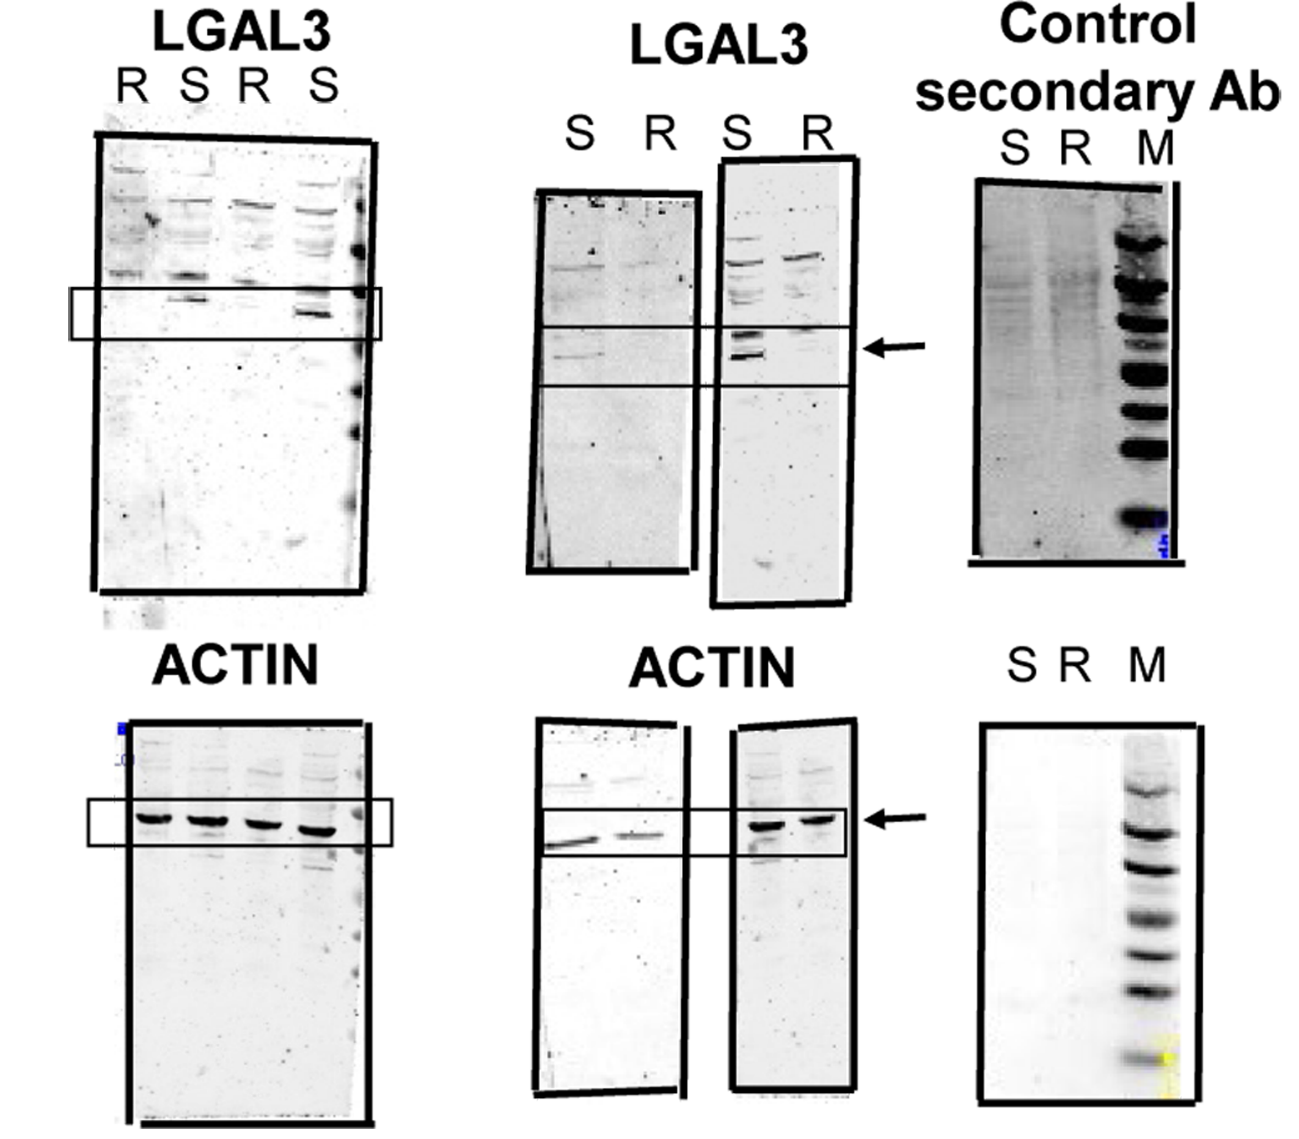
**

**Figure S4: Original Western blots corresponding to insets of Figure 7.** S denotes steatosis; R, regression and M, molecular markers. The squares reflect the bands corresponding to LGAL3 and ACTIN in four replicate Western analyses. Prior to the incubation with antibodies, membranes were cropped to select the lanes corresponding to the experiment. The edges of the blots are outlined using solid black lines. Arrows indicate the images of selected areas depicted in Figure 7.

**
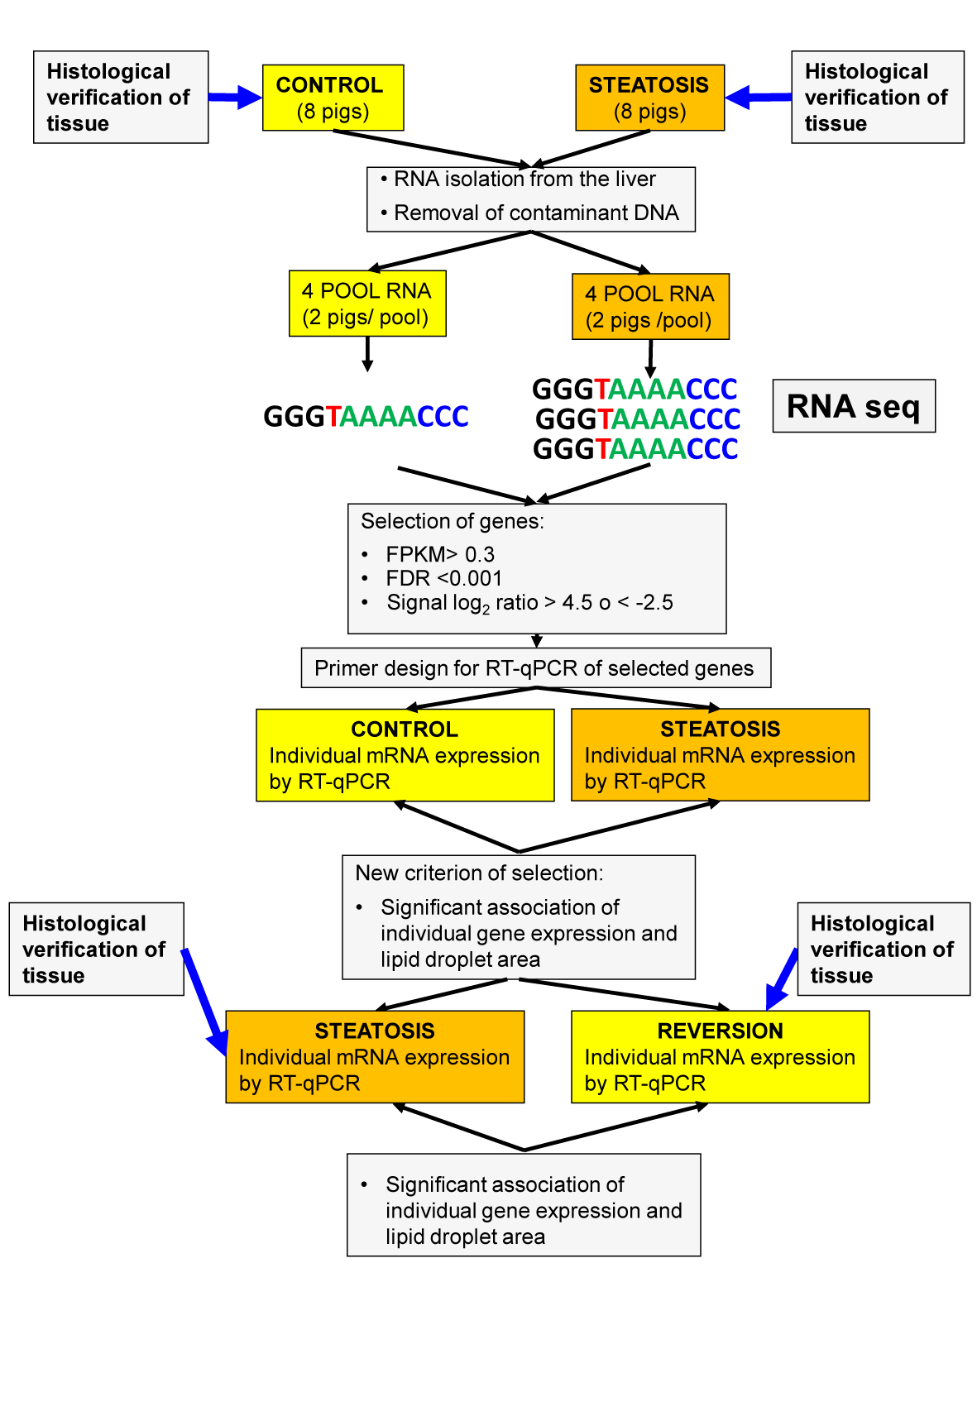
**

**Figure S5.** Algorithm used to select gene expressions associated with lipid droplet area

How the deposited data were processed for this re-analysis (not part of the article)

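Hepatic RNA of male pigs was measured by RNAseq in 8 libraries, 4 from the initial state and 4 from steatosis after 2 months on the steatotic diet. Each library was a pool of 2 pigs. The paper states that both groups are the same animals, and the pools are numbered 1 to 4 in each group. Age (4 and 6 months) and the way of sampling (biopsy, and after euthanasia) also differ between the groups. No sequencing batch is given.

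The authors removed reads with adaptors, low quality or many unknown bases, mapped the rest with HISAT2 to Sus scrofa 11.1, assembled transcripts with StringTie, added new coding transcripts to the reference and estimated expression with Bowtie2 and RSEM. The FPKM values of all 8 libraries were deposited by the authors without a stated scaling between libraries. The authors also deposited 4 comparisons of 1 initial pool with the steatosis pool of the same number by a Poisson method that the paper's text does not describe. In these, the log2 fold change was computed by the authors from the same FPKM values with 0 replaced by 0.01, and the FDR was computed by the authors for each pair of libraries. Some FDR values deposited by the authors for pool 2 lie slightly above 1 and were therefore read as a score that orders the genes. The FPKM columns of the 4 comparisons were checked against the table of all libraries and were equal apart from this floor of 0.01.

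Gene IDs, symbols and descriptions were taken from the files. All 17778 known genes had the ID of a RefSeq gene of assembly Sscrofa11.1, from which coordinates were taken. The 325 new transcripts have none.

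A test on read counts was planned first, with a test on FPKM as the stated replacement. The files used here hold FPKM, so the replacement was used. Genes with at least 0.3 FPKM in at least 4 of the 8 libraries (13175) were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with a mean-variance trend, the group as the only term and Benjamini-Hochberg adjustment. Differential expression required an adjusted p under 0.01 and a log2 fold change beyond 1, the limits of the paper. Other tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Single genes were compared by a two-sided exact permutation test of the mean FPKM, whose smallest p with 4 pools against 4 is 0.0286. Sets of genes were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation as alternatives, and the p values were adjusted over the 13 pathways of Table S5 (as sets of the genes listed there, which were chosen from the same libraries) or over 16 gene lists written before the data were examined. The 16 lists cover cholesterol synthesis, bile acid targets, macrophages, lipid-associated macrophages, stellate cells, T and NK cells, B cells, neutrophils, cholangiocytes, endothelium, hepatocytes, red blood cells, immediate early genes, acute phase, interferon-stimulated genes and proliferation. A further 3 lists (skeletal muscle, stomach mucosa and adipose tissue) were written after the values were seen. For the comparison with RT-qPCR, the log2 ratios of RT-qPCR are those of Table S7.

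The fit was tested on simulated data with the means of the real genes and 200 genes changed by known factors. Of the 196 changed genes that passed the filter, 185 (94.4%) were found with the right sign, the median error of the estimate was -0.01, and 0 unchanged genes were found. Camera found the 1 shifted list and 0 of 15 unshifted lists. The simulated genes varied independently and the simulated lists were random, so this does not show how camera behaves on lists of correlated genes.

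The pool numbers were taken to pair the libraries, which the paper does not state. Deviations from the group means over the 13175 genes correlated at 0.16, 0.35, 0.32 and 0.25 between pools 1, 2, 3 and 4 of both groups, all over 0.1. Between pools of different numbers the correlations ran from -0.2 to 0.03, so each pool was closest to the pool of its own number. The third principal component (11.9% of the variance) separated pools 1 and 4 from pools 2 and 3. The fit with the pool number as a block was an alternative.

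The number of reads per library was not used. From the step between low FPKM values in genes of 400 to 600 bp, the depth of the libraries lay between 91.9% and 100% of the deepest. FPKM carries no counting error of its own, so precision is given as the SD between pools.

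The genes named are all genes of Table 1, Table S6 and Table S7 apart from a few not reported here, CIDEC and SYT1, the 5 largest rises and the 5 largest falls among differentially expressed genes with a symbol, a mean of at least 1 FPKM in one group and no overlap between groups, and at most 3 members of each gene list. Genes of skeletal muscle, stomach and adipose tissue and the immunoglobulin genes of Table S5 were named after their values were seen. The alternatives were other scalings of FPKM (common sum and upper quartile), no filter and a stricter filter, a pseudocount of 1, the block, each library left out in turn, an adjusted p of 0.001, and limma's treat test in place of a limit on the estimate. Scaling by the median ratio, leaving out pool 3 of both groups, writing an FPKM of 0 as 0.01, an adjusted p of 0.05 and fry with the block were added after seeing the data. A test of enrichment against all pathways was not run, because the pathway of every gene was not used here.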

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

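The tests on the mixing of RNA, on single pools and on other tissues were chosen after the values had been seen. The FPKM of 158 groups of 4 pools, for the genes named by the rule set out above, was examined for a pool far from the other 3 of its group. Such a pool was found in 18 groups, where chance gives about 7.9. Genes of one list move together, so these groups are not independent.

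A set of 5 of these lie in pool 1 of steatosis, in genes of cholesterol synthesis. SQLE measured 17.43 FPKM in this pool and 0.67, 0.38 and 2.01 FPKM in the others, CYP51 measured 46.19 against 13.79, 10.78 and 15.23, FDPS measured 46.18 against 12.52, 12.2 and 16.63, EBP measured 59.24 against 28.61, 24.33 and 27.58, and TM7SF2 measured 59.63 against 23.73, 22.08 and 26.17. All 23 genes of the list for cholesterol synthesis and uptake were higher in pool 1 than in the mean of the other steatosis pools, with a median difference of 1.16 on the log2 scale, above all of 10000 random lists of like expression (percentile 100). Control RNA mixed into this pool was examined first. The 14 genes of the list that were lower in steatosis by more than 1 stood a median of 51.3% of the way back to the initial state, but the 792 genes higher in steatosis stood only 4.5% of the way (95% bootstrap interval 2.2 to 6.7 over genes), which argues against mixing as the cause of the whole difference. Depth in this library was 93.3% of the deepest, within the range of the others. A weaker response of these 2 pigs to the dietary cholesterol stays open and was not tested. SQLE was also low in pool 3 of the initial state, at 24.27 FPKM against 37.56 to 38.34 in the others.

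In pool 1 of the initial state, AGR2 measured 26.84 FPKM and SLC25A25 168.75 FPKM, against 0.75 to 1.96 and 15.27 to 36.08 FPKM in the other initial pools. This pool also carried transcripts of other tissues. A list of stomach mucosa genes drawn up without AGR2 had 14 of its 16 genes above the mean of the other initial pools. Its percentile among random lists was 100. Without the pool, the log2 fold change of AGR2 shrank from -1.93 to -0.8 (adjusted p = 0.105 from limma, between 0.0727 and 0.244 over all alternatives), so its fall may come from this pool alone. For SLC25A25 the log2 fold change went from -2.36 to -1.7 and its adjusted p to 0.00293 (between 0.00293 and 0.0398 over all alternatives), so the pool does not account for the fall of this gene.

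In pool 4 of the initial state ISG15 measured 197.28 FPKM, IFI6 947.63 FPKM and MX2 15.41 FPKM, against 11.29 to 21.3, 246.83 to 285.5 and 6.98 to 7.85 FPKM in the other initial pools. All 12 interferon-stimulated genes were higher in this pool than in the mean of the other initial pools (median difference 2.3 on the log2 scale, percentile 100). All 12 were also higher in pool 4 of steatosis than in the mean of the other steatosis pools (median difference 0.69, percentile 100). The paper does not state that pools of the same number hold the same pigs. Deviations from the group means correlated at 0.25 between these 2 pools, against -0.2 to 0.03 between pools of different numbers. Without pool 4 of the initial state the list was higher in steatosis (median log2 fold change 1.3, adjusted p = 0.000184, against 0.977 with all pools and up to 0.993 over the alternatives). No explanation was tested for this pattern.

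A further 4 such values lie in genes of 4 other lists. HBM measured 2.93 FPKM in pool 1 of steatosis and 0.67 to 1 FPKM in the other steatosis pools. PDGFRB measured 3.67 FPKM in pool 4 of the initial state against 6.3 to 6.58 FPKM, FGG 4326.85 FPKM in pool 2 of the initial state against 4163.12 to 4173.88 FPKM, and TOP2A 1.47 FPKM in pool 3 of the initial state against 0.97 to 1.03 FPKM. The HBM log2 fold change was -1.27 and, without steatosis replicate 1, -1.69. The PDGFRB log2 fold change was 0.73 and, without control replicate 4, 0.53. The FGG log2 fold change was -0.51 and, without control replicate 2, -0.49. The TOP2A log2 fold change was 1.47 and, without control replicate 3, 1.6. All 4 genes kept their direction. No explanation was tested for these 4 values, and single values of this kind are expected by chance among the groups examined.

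The other 3 such values are single readings of 0.03 FPKM, with the other pools of the same group at 0 FPKM. They are those of DCSTAMP in pool 4 of the initial state, TREH in pool 2 of the initial state and SYT1 in pool 3 of steatosis. They lie near the lowest readings of these libraries and say little about the pools.

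TREH, TREM2 and IGSF23 were among the 5 largest rises at the pseudocount of 0.1, and the paper does not discuss them. Their log2 fold changes were 6.24, 4.98 and 4.64, and as low as 3.16, 2.53 and 2.16 over the alternatives. For each, all 4 steatosis pools lay above all 4 initial pools. The 3 genes were differentially expressed in all 11 alternatives that included them, with adjusted p up to 5.05e-05, 0.000674 and 0.000597. For the differentially expressed genes as a whole, the splits of the samples argue against a grouping of the libraries by chance. Of the 35 splits, 1, the real one, gave as many of them. The 8 splits that part all 4 pairs of pools are too few to tell, and the 3 genes were not tested alone. A bias by gene length is argued against by a Spearman rho of 0.05 between log2 fold change and gene length over all tested genes. TREM2 is in the list of lipid-associated macrophage markers, 8 of whose 10 genes were higher in steatosis. That list also holds LGALS3, GPNMB and SPP1, which the paper reports as higher in these libraries. An effect of the diet, of 2 months of age and of the way of sampling stays open for all 3 genes, since the design joins them.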

How the results depend on the processing

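All alternatives except the median-ratio scaling (alone and with the replicate block), the omission of pool 3, the floor of 0.01, the adjusted p of 0.05 and fry with the replicate block were set before the data were examined, and these were chosen after seeing the data. DESeq2 was not run, nor were scalings and filters on read counts, because the values used are FPKM. Their place was taken by scaling FPKM to a common sum, by upper-quartile scaling of FPKM and by keeping every gene with an FPKM above 0.

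The 792 genes higher and 44 lower in steatosis became 434 and 76 with upper-quartile scaling, 402 and 85 with median-ratio scaling, and 405 and 91 with the replicate block and median-ratio scaling together. These scalings brought the median log2 fold change of all genes from 0.25 to 0.02, -0.02 and -0.02, which by construction lowers every log2 fold change, and the share of higher genes from 94.7% to 85.1%, 82.5% and 81.7%. All 434 higher genes under upper-quartile scaling were also higher without it. A pseudocount of 1 gave 395 higher genes and 39 lower, an adjusted p of 0.001 gave 418 and 14, an adjusted p of 0.05 gave 964 and 76, and the treat test gave 68 and 1. Leaving out pool 3 of both groups gave 539 and 23. Leaving out one library gave from 573 to 788 higher genes and from 26 to 51 lower genes, the fewest without steatosis pool 4 in both directions. Part of the fall in higher genes can come from the filter, which still asked for 4 libraries. Genes reaching 0.3 FPKM only in steatosis pools, such as TREH, then left the test. Without a steatosis pool from 12930 to 12961 genes were tested, and without pool 3 of both groups 12850, against 13175. The lower genes were 26 without steatosis pool 4, 28 without steatosis pool 2 and 29 without initial pool 2. Scaling to a common sum, the other filters and the replicate block gave from 674 to 808 higher genes and from 37 to 57 lower genes. With the replicate block, which uses the pairing of pools, 785 genes were higher and 57 lower, and 721 and 43 of these were the same genes as without it. Among the named genes, pathways and lists the block brought SLC25A25 (adjusted p = 0.00847), IFI6 (adjusted p = 0.00611, against 0.0247) and fatty acid degradation (adjusted p = 0.00577) past their thresholds, took EGR3 out (adjusted p = 0.0197, against 0.00815) and changed no other call.

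Of the 15 genes of Table 1, 12 were differentially expressed, and between 8 and 13 were under the alternatives. The 8 belong to the filter of 0.3 FPKM in more than 75% of libraries, which 10 of the 15 genes pass. Over all named genes that passed the filter, those of the gene lists included, 1088 of 1166 results under an alternative kept their direction and side of the threshold, 60 became weaker and 15 stronger, and 3 reversed. The 3 are those of CXCR2, whose log2 fold change of 0.18 (adjusted p = 0.534) became -0.05 with upper-quartile scaling and -0.09 with median-ratio scaling, with and without the block, and it was not differentially expressed in any. SQLE accounts for 10 of the weaker ones, with adjusted p up to 0.0274 in them. EGR3 changed more often, as it kept its call in 2 of its 15 alternatives, against 6 of 16 for SQLE. When one library was left out, EGR3 and MS4A1 passed in 1 of 8 fits each (adjusted p up to 0.0294 and 0.0298). FDPS passed in 3 of 8 (up to 0.0131) and CYP7A1 in 5 of 8 (up to 0.0122).

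All 23 genes of Table 1 and Table S6 lay beyond a log2 ratio of 4.5 or -2.5. With a pseudocount of 0.1 on the means 13 did, and with the mean of the log2 ratios of the 4 pairs 10 did. Leaving out one library left from 18 to 23, the fewest without initial pool 1. Writing 0 as 0.01 left 23. Between 13953 and 17719 known genes counted as expressed under the alternatives, against 17778. The authors' 4 comparisons share 465 genes at a log2 fold change beyond 1, and 92 beyond 2. Leaving out one comparison gave from 555 to 632.

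Of the genes of Table S5, 110 were past the threshold and between 74 and 118 under the alternatives, with 74 under median-ratio scaling. As sets, 8 of the 13 pathways passed with camera, 13 with fry (12 with fry and the block) and 5 with an estimated correlation, and from 6 to 9 when one library was left out. Median-ratio scaling gave 12, and 10 passed without pool 3, in which the genes of these sets had been chosen. The calcium signalling pathway had a median log2 fold change of 0 and its direction reversed under fry, from lower to higher (adjusted p = 0.00915, against 0.229, with up to 0.674 over the alternatives). Without steatosis pool 4 it was lower, with an adjusted p of 0.0185. Camera sets a list against the other genes, whereas fry asks only whether its genes changed, so the general shift of 0.25 counts in fry. These tests answer different questions, and a pass with fry does not set a pathway apart from the other genes. Of the 16 gene lists, 8 passed with camera, 10 with fry (8 with fry and the block) and 2 with an estimated correlation, and from 8 to 10 when one library was left out. Over pathways and lists, 373 of 419 results under an alternative did not change, 17 became weaker and 28 stronger.

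Pearson's R between RNAseq and RT-qPCR stayed between 0.88 and 0.91 under the alternatives run for it, and Spearman's rho was 0.86. These alternatives were the log2 ratio of mean FPKM, 2 genes left out, the block and each library left out. The scalings, the filters and the pseudocount of 1 were not run for it. The depth behind single FPKM values was not used. For genes near 0.03 FPKM, close to the lowest readings, a log2 ratio depends on the pseudocount more than on the data.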

Differences from the paper's values

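The paper reports 209 genes lower with the steatotic diet. Here 44 were lower, and none of the alternatives set before the data were examined closed the gap, with 1 to 76 genes. The number of higher genes, 792 here against the paper's 976, did not differ by the same measure, a factor of 1.5, but it did under 8 of the 16 alternatives set before the data were examined, with 68 to 628 genes, among them the omission of any one steatosis pool. In these omissions the filter also dropped genes reaching 0.3 FPKM only in steatosis pools, so part of that gap can come from the filter. The authors' deposited comparison of pool 3 alone lists 976 genes as higher and 209 as lower, the paper's values.

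In all 13 pathways fewer genes were past the threshold than the paper gives, and in 11 of them the paper's number was more than 1.5 times the number found here. For phagosome the paper gives 40 genes, and 25 were found here (28 with the replicate block, which was within 1.5 times the paper's value, while the other 9 alternatives were not). For fatty acid degradation the paper gives 11, and 4 were found here (8 with the replicate block, within 1.5 times, while the other 9 were not). None of the alternatives set before the data were examined closed the gap for the other 9 pathways. These were tuberculosis (the paper's 34 against 18), Epstein-Barr virus infection (the paper's 32 against 13), transcriptional regulation (the paper's 30 against 12), calcium signalling (the paper's 26 against 6), PPAR signalling (the paper's 24 against 11), NF-kappa B signalling (the paper's 22 against 10), natural killer cytotoxicity (the paper's 19 against 8), cytochrome P450 (the paper's 13 against 7) and glycerolipid metabolism (the paper's 11 against 4). In the authors' deposited comparison of pool 3, all 194 distinct genes of Table S5 are listed as higher (160) or lower (34).

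For DCSTAMP the paper gives a log2 fold change of 5.6, and the log2 ratio of mean FPKM was 6.61 here. Without pool 1, pool 2 or pool 3 of the initial state, set as alternatives before the data were examined, it was 6.2 and within the spread between pairs. It was not under the other 6, between 2.9 and 6.78. With an FPKM of 0 written as 0.01, a setting chosen after seeing the values, it was 5.61.

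The paper places SLC25A25, NANOS1 and AGR2 among its differentially expressed transcripts. By limma with all pools they had adjusted p of 0.0141, 0.0117 and 0.145. SLC25A25 passed 0.01 with the replicate block (adjusted p = 0.00847), without initial pool 1 (adjusted p = 0.00293), without initial pool 4 and, chosen after seeing the values, with the block and median-ratio scaling together (at most 0.0398 over its alternatives), and NANOS1 passed with median-ratio scaling, chosen after seeing the values (adjusted p = 0.00992, at most 0.0348 over its alternatives). AGR2 passed under none of its 16 alternatives. The heading of Table 1 gives a limit of 0.001 for the false discovery rate, which 9 of its 15 genes met by limma. The paper lists ISG15 as lower in steatosis. The log2 ratio of its mean FPKM was -0.4, and the mean of its log2 values was higher by 0.57. The paper treats all 13 pathways as modified, and with camera 5 of them (calcium signalling, NF-kappa B signalling, natural killer cytotoxicity, fatty acid degradation and glycerolipid metabolism) did not pass an adjusted p of 0.05, in a test on genes chosen from pool 3 of the same libraries. They passed with fry (calcium signalling not with fry and the replicate block together, chosen after seeing the values, adjusted p = 0.0528, up to 0.674 over its alternatives), and fatty acid degradation also with the replicate block and without initial pool 4 or steatosis pool 2. Glycerolipid metabolism also passed without initial pool 1, natural killer cytotoxicity without initial pool 3, and calcium signalling, in the lower direction, without steatosis pool 4. With median-ratio scaling, chosen after seeing the values, all of these but calcium signalling passed, and with pool 3 left out of both groups, also chosen then, NF-kappa B signalling and natural killer cytotoxicity did.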

Other observations

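The camera and fry tests of the 16 gene lists were set beforehand, apart from settings added after seeing the data such as fry with the replicate block. The tests on the way of sampling, gene length and the splits of all 8 libraries were also set beforehand. The other tests in this part were chosen after the result had been seen.

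The numbers of genes that the paper gives as higher and lower are those of the authors' deposited comparison of pool 3, with 976 genes listed as higher, 209 as lower and 15705 as neither. In the other comparisons the authors list 1521 and 674 genes (pool 1), 1048 and 173 (pool 2) and 2504 and 140 (pool 4). The highest FDR among the authors' calls lies just under 0.001 in each, and at an FDR under 0.01 pool 3 gives 1113 and 247 genes. A choice of genes on a single pair of libraries was tested on the other 3 pairs. Of the genes listed as lower in pool 3, 81.8% were lower on average in the other pairs, but only 37.8% by more than 1 on the log2 scale, so a large part of them may be particular to this pair. Of the genes listed as higher, 98.4% were higher in the other pairs and 65.8% by more than 1, which argues against such an origin for most of them. By limma with all pools, 571 of the 976 and 39 of the 209 were past the threshold. The 7 genes that recur in 7 pathways of Table S5 had log2 ratios from -1.89 to -1.29 in pool 3 and average ratios from -0.2 to 0.43 in the other pairs.

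Pool 1 of the initial state contained transcripts of other tissues. It had 57 genes with at least 5 FPKM and more than 50 times the highest other library, whereas pool 3 of the initial state had 1 and the other 6 libraries had 0. Among them ACTA1 measured 1439 FPKM in this pool and at most 10.5 FPKM elsewhere, CKM 557 against at most 4.38, TFF1 727 against at most 11.7 and GKN2 381 against at most 5.6. Lists of genes of skeletal muscle, stomach mucosa and adipose tissue, written after the values had been seen, were then tested. The median log2 difference was 5.29 for skeletal muscle and 2.3 for stomach mucosa genes (percentile 100 among 10000 random lists for both). All 23 skeletal muscle genes in the files were above the mean of the other initial pools, as were 14 of 16 stomach mucosa genes. Of these, 5 and 3 reached 1 FPKM in another library, and the same 5 and 3 did so in at least 1 steatosis pool (3 and 3 in all 4). Whether liver cells express them was not tested. For adipose tissue, 10 of 14 genes were above (0.79, percentile 100), but 9 of the 14 reached 1 FPKM in other libraries, 5 are genes of Table S5 and 2 are in another list. ADIPOQ, outside that list, measured 27.9 FPKM in this pool and at most 0.6 elsewhere. For cholangiocyte markers the percentile was 96.73, and RNA of bile ducts cannot be told apart from other sources with 6 genes. A candidate explanation is tissue or RNA of stomach and muscle in one of the 2 samples of this pool. Carry-over from this library into the other initial pools was also tested. In pool 4, 8 muscle genes stood at a median of 0.78% of their level in pool 1 (lowest 0.53) and 6 stomach genes at 0% (highest 0.01), whereas in pool 2 the medians were 0.03% for muscle and 0.72% for stomach. In pool 3 both kinds were present, at medians of 0.28% for muscle (0.15 to 0.51) and 1.54% for stomach (0.55 to 2.14), ranges that lie close together. Carry-over would bring both kinds in the same proportion, so the values of pools 2 and 4 argue against it as the whole cause, and those of pool 3 are less clear. All 14 immediate early genes were also higher in pool 1 than in the mean of the other initial pools (median difference 2.05, percentile 100). FOS measured 117 FPKM against 4.27 to 13.4.

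The lists written before the data were examined gave these results by limma's camera, with the median log2 fold change beside the adjusted p over the 16 lists. Some lists hold genes that the paper reports as changed in these libraries. LGALS3, GPNMB and SPP1 are in that of lipid-associated macrophages and SLC51B in that of bile acid targets. Such lists are not independent of the paper's results. Lower in steatosis were cholesterol synthesis and uptake (-1.33, 3.77e-30), B cell markers (-0.96, 5.77e-06), acute phase genes (-0.4, 5.25e-05), hepatocyte markers (-0.2, 0.000152) and red blood cell transcripts (-1.11, 0.000454). Higher were lipid-associated macrophage markers (3.55, 4.2e-07), proliferation genes (1.32, 5.61e-07) and macrophage markers (0.62, 0.0121). Not different were bile acid targets (0.36, 0.522), stellate cell and matrix genes (0.81, 0.85), T and NK cell markers (0.33, 0.544), neutrophil markers (0.06, 0.481), cholangiocyte markers (0.79, 0.685), endothelial markers (0.47, 0.331), immediate early genes (0.09, 0.123) and interferon-stimulated genes (0.59, 0.977). These medians include the general shift of 0.25. Under fry red blood cell transcripts no longer passed (0.153), while bile acid targets, T and NK cell markers and endothelial markers did. Under fry with the replicate block T and NK cell markers (0.0871), B cell markers (0.156) and red blood cell transcripts (0.22) did not pass, and with an estimated correlation only hepatocyte markers and acute phase genes (both 0.0416) passed. Of the 12 proliferation genes 11 were differentially expressed, with TOP2A rising from 1.12 ± 0.235 to 3.25 ± 0.255 FPKM (SD, n = 4 pools).

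A lower share of hepatocyte RNA would raise the markers of all other cell types alike and lower those of hepatocytes. That the lists would have to move together was written before the data were examined, but the form of the test was not, and 3 forms were tried in turn. The first set macrophage markers, relative to the median gene of each library, against the mean of 5 other lists, and they rose by 0.62 more on the log2 scale (exact permutation test, two-sided p = 0.0857). The second, after this result, compared the 5 lists singly without adjustment. Macrophage markers rose by 1.74 more than B cell markers (permutation p = 0.0286, the smallest possible), by 0.38 more than T and NK cell markers (permutation p = 0.0286), by 0.43 more than endothelial markers (permutation p = 0.0571), by 0.45 more than stellate cell and matrix genes (permutation p = 0.4286) and by 0.11 more than cholangiocyte markers (permutation p = 0.7714). The third took the range between the largest and the smallest change of the 6 lists, found anew in each permutation so that the choice of a list is allowed for, and it was 1.74 (permutation p = 0.0286, not adjusted for the 3 forms). Macrophage markers rose by 0.53 and B cell markers fell by 1.21, each without overlap between groups, which argues against a lower hepatocyte share as the whole cause. The evidence rests on the B cell list, with 5 genes, which passed with camera and with fry but not under fry with the replicate block (adjusted p = 0.156) or camera with an estimated correlation (0.139), and its adjusted p ran from 2.12e-07 to 0.156 over the alternatives, so it is weak. A change within macrophages, fewer blood cells in the final samples, the diet and age stay open.

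Biopsy in the initial state and sampling after euthanasia in the final state cannot be told apart from the diet, since the groups differ in both. Immediate early genes, taken as a sign of the way of sampling, did not differ as a set by camera (adjusted p = 0.123, between 0.0191 and 0.965 over the alternatives). They passed as lower without pool 2 of the initial state (median 0.17, adjusted p = 0.0396) or pool 4 (median -0.45, adjusted p = 0.0191), against a median of 0.09 with all pools. Without pool 1 of the initial state, where these genes stood highest, the direction turned to higher and the set did not differ (median 0.43, adjusted p = 0.513). The lower direction under camera therefore depended on that pool. EGR2 was among the genes higher in steatosis (log2 fold change 1.76, adjusted p = 0.00136 from limma).

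A grouping by chance was examined with all 35 splits of the 8 libraries into 4 and 4. The real split gave 836 differentially expressed genes, and 1 of the 35 splits, the real one, reached this number. The next largest number was 2, in a split that keeps every pair together, and 32 splits gave 0. At an unadjusted p under 0.05 with a log2 fold change beyond 1, the real split gave 1001 higher and 92 lower genes. Of the 8 splits that part all 4 pairs, 1, the real one, reached 836 and the others gave 0, but 8 splits are too few to give a share under 0.05. The log2 fold change did not follow gene length (Spearman rho 0.05), which argues against a length bias.

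The median gene was higher in steatosis by 0.25. The 20 most abundant genes took 31.8% of all FPKM in the initial state and 25.4% in steatosis, and the largest decreases in mean FPKM were those of ALB (from 50410 to 37500), MT1D and APOC3 (from 23190 to 16750). Without these 20 genes in the sum to which the libraries were scaled, the shift was 0.14 (from 0.09 to 0.18 when one library was left out, the lowest without pool 4 of the initial state), against 0.26 with all genes, and without the 100 most abundant it was 0.08. A smaller share of a few abundant genes may therefore account for part of the shift, and with this spread it cannot be told apart from a general change.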
